# Can subtle changes in gene expression be consistently detected with different microarray platforms?

**DOI:** 10.1186/1471-2164-9-124

**Published:** 2008-03-10

**Authors:** Paola Pedotti, Peter AC 't Hoen, Erno Vreugdenhil, Geert J Schenk, Rolf HAM Vossen, Yavuz Ariyurek, Mattias de Hollander, Rowan Kuiper, Gertjan JB van Ommen, Johan T den Dunnen, Judith M Boer, Renée X de Menezes

## Abstract

**Background:**

The comparability of gene expression data generated with different microarray platforms is still a matter of concern. Here we address the performance and the overlap in the detection of differentially expressed genes for five different microarray platforms in a challenging biological context where differences in gene expression are few and subtle.

**Results:**

Gene expression profiles in the hippocampus of five wild-type and five transgenic δC-doublecortin-like kinase mice were evaluated with five microarray platforms: Applied Biosystems, Affymetrix, Agilent, Illumina, LGTC home-spotted arrays. Using a fixed false discovery rate of 10% we detected surprising differences between the number of differentially expressed genes per platform. Four genes were selected by ABI, 130 by Affymetrix, 3,051 by Agilent, 54 by Illumina, and 13 by LGTC. Two genes were found significantly differentially expressed by all platforms and the four genes identified by the ABI platform were found by at least three other platforms. Quantitative RT-PCR analysis confirmed 20 out of 28 of the genes detected by two or more platforms and 8 out of 15 of the genes detected by Agilent only. We observed improved correlations between platforms when ranking the genes based on the significance level than with a fixed statistical cut-off. We demonstrate significant overlap in the affected gene sets identified by the different platforms, although biological processes were represented by only partially overlapping sets of genes. Aberrances in GABA-ergic signalling in the transgenic mice were consistently found by all platforms.

**Conclusion:**

The different microarray platforms give partially complementary views on biological processes affected. Our data indicate that when analyzing samples with only subtle differences in gene expression the use of two different platforms might be more attractive than increasing the number of replicates. Commercial two-color platforms seem to have higher power for finding differentially expressed genes between groups with small differences in expression.

## Background

Microarray technologies are now commonly used for genome-wide surveying of gene expression. With the availability of an increasing amount of data from different studies, there is a growing need for comparison and combination of datasets. This would be helpful to increase statistical power and to compare biological processes. Comparisons across different studies are, however, complicated by the use of different platforms. Over the past years, many microarray platforms, based on different technologies, have been developed by commercial and academic institutions. How reliable and consistent the results from different platforms are is still a matter of debate [1-3]. Initially, platforms comparison studies were mainly focused on comparison between commercial chips (mainly Affymetrix) and in-house spotted microarrays [4-7]. In recent years, more comprehensive studies were done, some of them reporting agreement between platforms [8-13] and some of them not [14-20]. The largest comparison was performed within an FDA-initiated program for evaluation of the reproducibility, quality and consistency of microarray platforms (MicroArray Quality Control, MAQC). In general, a high agreement between platforms was reported [21-25]. Our study is an extension to previously published studies in several aspects: we investigated the capabilities of five microarray platforms with high technological diversity to identify differences in gene expression in a challenging and highly controlled biological condition, where the expected level of transcriptional regulation was low, the number of differentially expressed genes small, and the number of biological replicates small, but realistic.

The biological question addressed was the finding of differential gene expression in the hippocampus between transgenic mice overexpressing a splice-variant of the doublecortin-like kinase-1 gene, δC-doublecortin-like kinase (DCLK)-short, which makes the kinase constitutively active [26]. The DCLK gene has recently been implicated in crucial aspects of embryonic cortical development by controlling neurogenesis, neuronal migration and neuronal vesicle transport [27-30]. DCLK-short is not expressed during embryogenesis, is abundantly expressed in adult limbic brain structures, particularly in the hippocampus [26], and has mild kinase activity *in vitro *[26,31]. The biological function of DCLK-short expression in the adult hippocampus is largely unknown and the transgenic mice have subtle phenotypes with no obvious differences in basal outcomes (Schenk et al, in preparation). Microarray-based expression profiling of the hippocampus tissues from δC-DCLK-short and controls should reveal the biological processes in which the gene is involved.

The main aim of this paper is to compare the performance of different microarray platforms to detect differences in gene expression in biologically related samples. The performance of and the consistency between the microarray platforms on the level of affected genes and gene sets are reported here. The biological findings will be discussed in more detail elsewhere (Schenk, in preparation).

## Results

### Experimental set-up

Gene expression in the hippocampus of five wild-type mice and five transgenic mice was evaluated with five microarray platforms (Table 1): Applied Biosystems (ABI), Affymetrix (AFF), Agilent (AGL), Illumina (ILL), and home-spotted oligonucleotide arrays (LGTC). 

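For ABI, a one-color chemiluminescent platform, RNA of 5 wild-type (WT) mice and 5 transgenic (TG) mice was measured on 10 arrays, with 1 mouse per array. The deposited values are raw signals of 33012 probes on each array, without normalization. The median raw signal of an array was between 1449 and 2169 in the WT mice (median 1735) and between 1199 and 1708 in the TG mice (median 1480). A signal of 0 was found for 1 of the 330120 values, and it was treated as missing on the log scale. The identifier of 27930 probes is that of a Celera transcript and gives no gene symbol, and 311 identifiers could be named through the reference table. Signals were normalized with vsn, programmed here after its published model, which puts them on a log2-like scale with a calibrated offset. The trimming quantile of vsn was 0.9. No probe was filtered out. The number of arrays limits the precision of every value. The samples of AFF, ILL and LGTC were not analysed here.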

Ten chips were used for each platform. 

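For Agilent, 10 two-color arrays were hybridized, and each of the 10 mice was on 2 arrays, with Cy3 on one and with Cy5 on the other. As labelled, the WT mouse carried Cy3 on 5 arrays and Cy5 on the other 5. Each deposited array holds 43790 features, of which 41534 spots are not controls. Log ratios of spots with the same probe were averaged, which left 41174 probes. The signals are mean pixel intensities of both channels, neither normalized nor corrected for background. Between 80.1% and 88.4% of the probes of an array were called well above background in both channels by the scanner software. Without background correction, the log ratios were normalized by loess within each array and expressed as log2 ratios of TG over WT. A gene symbol came from the reference table for 22214 probes and from the files alone for 1970, and the other 16990 were kept under their probe identifier. The Agilent labels are contradicted by Additional file 4. Of its 10876 genes, 667 were held here, and the best matching Agilent probe had a median correlation of 0.821 over channels with these values as labelled. After the arrays labelled 1 to 5 were exchanged with those labelled 6 to 10, the median was 0.978. Every Agilent direction given here is that of the labels and is the opposite under this exchange, whereas the number of DEGs on all arrays is the same. Results with 1 value per mouse or without a mouse also follow the labels, and their numbers of DEGs differ under the exchange.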

For the two-color arrays, a wild-type sample was always co-hybridized with a transgenic sample and the design was balanced with respect to dye. Platform-specific processing of the signal was kept to a minimum as to not introduce processing artefacts. After careful performance evaluation, different normalization methods were chosen for one and two-color, but within the groups of one- and two-color platforms the method was kept constant as not to introduce differences due to the normalizaton algorithm. 

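The log2 ratios of each Agilent probe were fitted with an intercept alone, and the normalized ABI signals with the genotype. The moderated test of limma 3.58.1 was applied to all probes of a platform, and its p values were adjusted by the Benjamini and Hochberg method. A probe with an FDR of 0.1 or less was called a DEG. Standard errors (SE) are the moderated ones of this fit. Both Agilent arrays of a mouse entered as separate observations, as in the paper's log ratio model. The correlation between both values of a mouse was estimated as 0.257 by limma's duplicateCorrelation. Where a gene had several Agilent probes, their log ratios were averaged before the fit, which gave 34636 genes, and 2825 of these were DEGs.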

Differential gene expression was evaluated with an empirical Bayes linear regression model (EBLRM) from the R package limma [32]. Raw and normalized data are available from Gene Expression Omnibus (GEO) under series GSE8349.

**Table 1:** Description of the platforms under study.

Platform	Name	#Probes	#Unique UniGene IDs	#Ensembl transcripts *	one/two color	# DEGs (10% FDR)	# DEGs UniGene dataset (N = 10,876)	# DEGs Ensembl dataset (N = 12,744)
ABI	Applied Biosystem- AB1700	35,948	19,013	25,858	one	4	4	5
AFF	Affymetrix – Mouse Genome 430 v2.0 Array	45,101	20,320	23,553	one	130	72	112
AGL	Agilent- WMG G4122A	41,232	20,612	25,845	two	3,051	1,594	2,003
ILL	Illumina- Sentrix Mouse- 6 Expression BeadChip	46,133	19,292	25,629	one	54	19	24
LGTC	Home-spotted 65-mer oligonucleotide arrays (Sigma- Compugen collection)	21,997	15,261	18,104	two	13	22	35
All Platforms			10,876	12,744		-	285**	693**

* More probes could correspond to the Ensembl transcript.

** The number of differential genes obtained comes from the integrated analysis of data from all platforms within one statistical model which takes the platform into account (cf. Discussion section)

### Detected transcripts

There was a large difference between the platforms in the number of probes which generated a signal above background. AGL had the highest number of present calls, LGTC the lowest. 

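On Agilent, 33793 of the 41174 probes (82.1%) had a signal above the 95th percentile of the 314 negative control spots in both channels of all 10 arrays. On single arrays between 36866 and 38584 probes were above it. The scanner software's flag for signals well above background was set for 30200 probes in both channels of all 10 arrays. A limit at the 99th percentile left 32317 probes, and present calls on at least 5 arrays gave 38493. The ABI values include no negative controls, so no present calls were made for that platform.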

To make a fair comparison across platforms, we re-annotated all probe sequences and mapped them to the Ensembl transcript database. In addition to providing the most up-to-date annotation, alternatively spliced transcripts are considered separately so that possible inconsistencies between platforms due to measuring different splice variants would be excluded. The number of detectable Ensembl transcripts was high on AGL (22,510), intermediate on AFF, ILL, and ABI (around 13,000) and low on LGTC (2,017) (Table 2). The low number of detectable transcripts on the LGTC platform is mainly due to background problems, causing negative control spots to occasionally give high signals. The overlap between detectable transcripts is highest between AFF and AGL (62%) and lowest for all LGTC combinations.

**Table 2:** Overlap in detectable Ensembl transcripts across platforms. The number of detectable transcripts is presented on the diagonal (bold), with the total number of interrogated transcripts for each platform between parentheses. The overlap in the number of detectable transcripts for each pair of platforms is presented in the right side of the table, with the total number of interrogated transcripts shared between each pair of platforms between parentheses. The pair-wise overlap in detectable transcripts as a percentage of the overlapping set of interrogated Ensembl transcripts is presented in the left side of the table.

Detectable transcripts	ABI	AFF	AGL	ILL	LGTC
ABI	**13331 (22963)**	8897 (15950)	11863 (20858)	9449 (21055)	1557 (15221)
AFF	55.8%	**11683 (18572)**	10986 (17698)	9226 (17645)	1487(13987)
AGL	56.9%	62.1%	**22510 (26233)**	12120 (23933)	1800 (17329)
ILL	44.9%	52.3%	50.6%	**13376 (26550)**	1617 (17225)
LGTC	10.2%	10.6%	10.4%	9.4%	**2017 (18591)**

### Differentially expressed genes identified on each platform

The number of significantly differentially expressed genes (DEGs) detected with a fixed False Discovery Rate (FDR) of 10% greatly varied across platforms (Table 1): 4 probes were selected by ABI, 130 by AFF, 3,051 by AGL, 54 by ILL, and 13 by LGTC. 

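On Agilent, 3055 of the 41174 probes were DEGs. As labelled, 1508 of them were higher and 1547 lower in the TG mice, and these numbers trade places if the arrays labelled 1 to 5 and 6 to 10 are exchanged. The log ratio had the same sign on all 10 arrays for 793 of the DEGs, and for 868 of all probes, where chance gives 0.195% of probes. Of the DEGs, 2986 were present. With 1 averaged log ratio per mouse as labelled in place of the arrays, 24 probes passed, all of them among the 3055. After the exchange of arrays, 11 probes passed with 1 value per mouse. Leaving out both arrays of a mouse lowered the number most for the mice labelled WT4, to 282, and WT3, to 366. On ABI, 3 of the 33012 probes were DEGs in limma's test, 2 of them higher in the TG mice, while 1377 had an unadjusted p under 0.05. They were the probe for Tmem254a and the Celera transcripts mCG126643.1 and mCG134223.1. Robust regression moved the ABI number most, to 86. From the numbers of the 5 platforms, the paper states that the number of DEGs varied greatly across platforms.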

As expected, the observed degree of differential gene expression was small. 

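The fold change of the DEGs lay between 1.045 and 2.392 on Agilent. On ABI it lay between 2.10 and 3.31 when taken from the log2-like values. The vsn values of Additional file 4 are on the natural log scale, since their slope on the values recomputed here was 0.693 for ABI, where the natural log of 2 is 0.693. On the natural log scale the differences of the 3 ABI DEGs, used as powers of 2, gave values between 1.67 and 2.29. With the trimming quantile of vsn at 0.5, an alternative set in advance with 4 ABI DEGs, they were between 1.46 and 2.25.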

The absolute expression differences for the DEGs were in the following range: 1.45 – 2.23-fold (ABI), 1.10 – 2.58-fold (AFF), 1.05 – 2.40-fold (AGL), 1.15 – 1.92-fold (ILL), and 1.04 – 1.47-fold (LGTC). 

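On Agilent, 4 DEGs differed by more than 2-fold, and 3 of these probes lie in one stretch of chromosome 5. The files name no genome build for the positions. The Gabra2 probe A_51_P417507, from 69742463 to 69742522, had a log2 ratio of 1.26 ± 0.232 (SE, n = 10 arrays) with an FDR of 0.0223. Its ratio was positive on all 10 arrays, with an SD of 0.827 over the arrays, and its FDR with 1 value per mouse was 0.122 (gene level). The probe A_52_P336171, from 69739692 to 69739751, is described in the files as the same receptor subunit and had a log2 ratio of 1.125 ± 0.0667 (FDR 3.75e-05). The probe A_52_P446146, from 69740502 to 69740561, had 1.05 ± 0.104 (FDR 0.00199). The other DEG was a Rapgef4 probe on chromosome 2 with a log2 ratio of -1.11 ± 0.291 (FDR 0.0624). Rapgef4 and A_52_P446146 were chosen after their values were seen. Plac9 had 1 Agilent probe by name, listed as Plac9a, from 24264357 to 24264785 on chromosome 14. Its log2 ratio was -0.32 ± 0.0563 (FDR 0.0175, gene level). Tmem254a, listed in the files as D14Ertd449e, lies on the same chromosome from 24300041 to 24300100 and had a log2 ratio of -0.99 ± 0.0491 (FDR 1.01e-05), the smallest p of all Agilent probes. These signs are those of the array labels, and all of them are the opposite after the exchange of arrays.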

The only two DEGs with a more than two-fold change in expression (as found with multiple microarray platforms and confirmed by qPCR) were: *Plac9 *(up) and *Gabra2 *(down).

We further investigated the surprisingly high number of DEGs detected by AGL. When intensities instead of ratios were taken into the statistical analysis, no differential genes were detected at a FDR of 10% unless dye and array effect were included in the model. 

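With the vsn-normalized intensities of the 20 Agilent channels and the genotype alone in the model, 167 probes were DEGs, with a smallest FDR of 8.71e-09, and 4179 had an unadjusted p under 0.05. The median posterior SD in this model was 0.256. Intensities normalized by loess and Aquantile moved the number most, to 734.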

With the latter model (model 3 in the Methods section), 3,570 genes were selected, among which all the 3,051 genes selected by the log ratios-based analysis. This and the more elaborate evaluation presented in Additional file 1 suggest three major explanations for the good performance of the AGL platform: co-hybridization of samples from the two different biological groups to the same array, doubling of the number of observations with the same number of arrays used for the one-color systems, and low noise levels. These conclusions are in accordance with observations from earlier studies [13,33].

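The intensities with genotype, dye and array in the model gave 3789 DEGs and a median posterior SD of 0.137. Of the 3055 DEGs from log ratios, 2719 were among them. Intensities from loess and Aquantile gave 3765 DEGs, which held 2935 of the 3055. Treating both channels of a mouse as a random block moved the number most, to 1084.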

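Neither the files nor the labels name the batch of an ABI array. The first principal component of the quantile-normalized ABI values held 22.3% of the variance and set the arrays of WT1, WT5, TG2 and TG5 apart from the other 6. With this side as a term in the model, an alternative chosen after the values were seen, there were 3 DEGs, Tmem254a among them. With the first principal component of the raw signal distribution as a covariate, only Tmem254a was a DEG (log2 difference 1.58, FDR 0.0466 in limma's test).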

The low number of DEGs on the ABI platform may be partly attributable to the use of different batches of arrays, but including the batch effect in the statistical model did not result in more DEGs.

### Analysis of overlapping DEGs across platforms

To be able to compare results across platforms, we created two data subsets with genes or transcripts interrogated by all platforms. For the first subset all GenBank accessions that were used by the array suppliers for their probe design were mapped to Unigene (UG) database, while averaging signal intensities from probes that mapped to the same UG entry. For 10,876 UG IDs data was available for all 5 platforms. For the second subset, we mapped all probes to the Ensembl transcript database. There were 12,774 Ensembl transcripts that were interrogated by all 5 platforms.

Results for the subset of genes with overlapping UG identifiers are reported in Table 1 and show the same trend already observed in the complete datasets. In Table 3 the overlaps in DEGs selected by each pair of platforms are reported. 

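The Agilent probe of 9230117N10Rik, named Il33 in the reference table, lies on chromosome 19 from 29213106 to 29213165 in a build that the files do not name. Its log2 ratio was -0.58 ± 0.0496 (SE, n = 10 arrays) as labelled, and positive after the exchange of arrays. Its FDR was 0.000473, rank 6 of the 34636 genes on Agilent. The gene had no ABI probe that could be named from the identifiers.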

Two genes were selected by all 5 platforms (*Plac9*, *9230117N10Rik*). The 4 genes identified by ABI were selected on at least three other platforms. 

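On ABI, the Tmem254a probe had a vsn-normalized signal of 11.4 ± 0.214 (SD, n = 5 mice) in WT and 13.1 ± 0.246 (SD, n = 5) in TG mice, a difference of 1.73 ± 0.156 (SE) with an FDR of 0.00453 in limma's test. For mCG126643.1 the difference was -1.35 ± 0.153 with an FDR of 0.0246, and for mCG134223.1 it was 1.07 ± 0.126 with an FDR of 0.0263. With the trimming quantile of vsn at 0.5, 4 probes were DEGs. The added one, chosen after its values were seen, was mCG124992, with a difference of 0.79 ± 0.105 and an FDR of 0.0762. Median centring of log2 signals left 0 DEGs in limma's test, with 1748 probes at an unadjusted p under 0.05, and Tmem254a then had a difference of 1.84 with an FDR of 0.102.

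**Figure D1:**
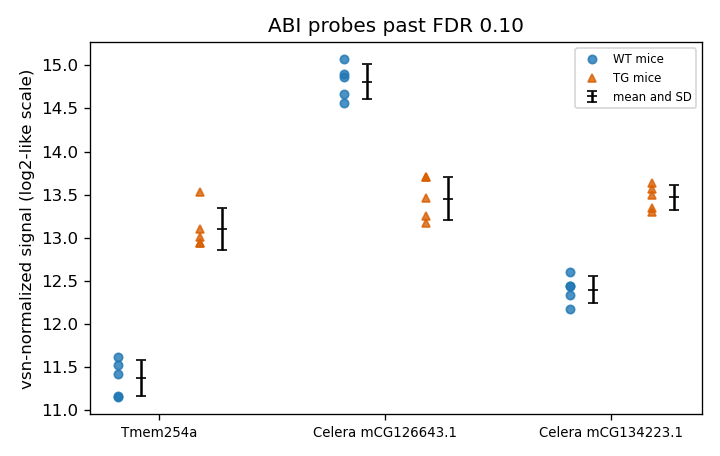
vsn-normalized ABI signals (log2-like scale, vertical axis) of the 3 DEGs in 5 WT mice (circles) and 5 TG mice (triangles), with the mean and SD of each group. For each probe the signals of both groups do not overlap, and mCG126643.1 is the one that is lower in TG mice.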

Overall, correspondence between platforms appears to be low. This is likely due to the use of a fixed statistical threshold. A higher correlation was found when evaluating the ranks of genes based on significance score. In Figure 1 the ranks for each gene are plotted for each pair of platforms. A scattersmooth function [34] is used for better visualization of the data cloud. As can be seen, in the area of the highly ranked genes (roughly from rank 1 – rank 200) there is a higher correlation between platforms than in the area of lower ranked genes. This is expected because only genes with significantly differential expression should be correlated while no correlation and complete scattering is expected for unchanged genes. 

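Agilent and ABI probes designed on the same accession were joined, which gave 1891 genes. The genes are not independent replicates. Among the 200 genes with the smallest p on each of these platforms, 21 were shared, where 21.2 are expected by chance. Of the 21, 18 had opposite signs on Agilent as labelled and on ABI. The Spearman correlation of the p ranks over all shared genes was -0.040.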

We also considered the moderate t-statistics from the EBLRM which takes into account the direction of changes in the gene expression. The Pearson correlation coefficients (c_P_) of the t statistics within pair of platforms ranged between 0.10–0.47 (Table 3). 

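For Agilent and ABI the Pearson correlation of the moderated t statistics over the 1891 genes was -0.21 with Agilent as labelled, and 0.21 with the Agilent direction of the exchanged arrays. It was -0.55 over the 200 genes with the smallest p on Agilent and -0.073 over the others. The Spearman correlation of t moved it most, to -0.13, and over the 1286 genes present on Agilent the Pearson correlation was -0.25. With 1 mouse number left out at a time on both platforms, it stayed between -0.219 and -0.149 as labelled.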

Correlations between pairs of platforms belonging to the same type (one- or two-color) where higher than between those of different types, with c_P _= 0.47 between AFF – ILL and between AGL – LGTC. Given the fact that the correlations are calculated based on all genes of which the biggest majority does not change in expression, higher correlations are not to be expected.

**Table 3:** Overlap in DEGs in the UG subset (normal face) and Pearson correlation coefficients (bold face) between t statistics in each pair of platforms.

C_(*Pearson*)_\ # DEGs	AFF	ABI	ILL	AGL	LGTC
AFF	72	4	12	25	4
ABI	**0.26**	4	3	4	3
ILL	**0.47**	**0.22**	19	10	3
AGL	**0.18**	**0.16**	**0.17**	1594	19
LGTC	**0.11**	**0.10**	**0.11**	**0.47**	22

**Figure 1:**
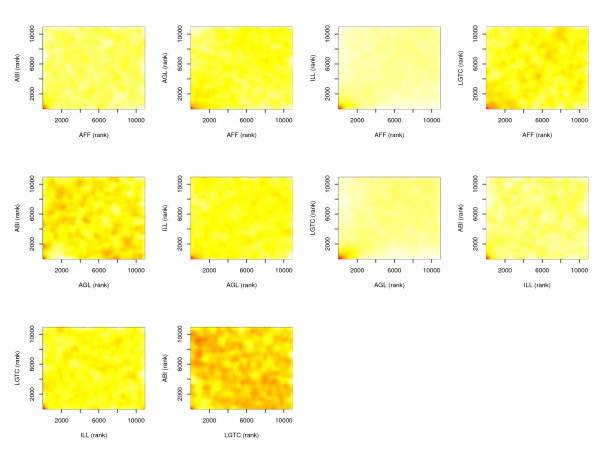
Scattersmooth plots of the correlation between the ranks (according to p values) of genes in the UG dataset of the 5 platforms. Red corresponds to denser areas, while yellow corresponds to non dense areas. The scattersmooth uses an algorithm for smoothing of two dimensional histograms with smoothed densities (26). This graph is more meaningful than a traditional scatter plot of the p values or of the -log p values, where the smallnumber of DEGs in our datasets originates graph blurred with thousands of overlapping dots and empty areas. Since the different signal to noise ratio is varying in the platforms and affects the statistics differently, plots of the ranks are more meaningful than plot of p values and statistics.

The results of the analysis of the Ensembl transcript-mapped overlapping probes were highly similar in terms of overlap (Table 1), and correlations of ranks and t-statistics (data not shown).

### Validation

Quantitative reverse transcription PCR (qRT-PCR) was used to validate the results of the different microarray platforms [see Additional file 2]. As expected the two genes found as DEGs by all five microarray platforms were confirmed to display differential expression. 

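On single Agilent arrays, the log2 ratio of 9230117N10Rik as labelled was between -0.861 and -0.271, and that of the Plac9a probe between -0.775 and -0.0435, so both had one sign on all 10 arrays. The SD over arrays was 0.169 for 9230117N10Rik and 0.194 for Plac9a. With 1 value per mouse as labelled, 9230117N10Rik (FDR 0.0324) and Tmem254a (FDR 0.000167) remained DEGs, and Plac9a did not (FDR 0.107). These calls depend on which arrays a mouse is on. With 1 value per mouse, 24 probes were DEGs as labelled and 11 after the exchange of arrays. Dclk1, the gene of the transgene, had a mean log2 ratio of -0.068 ± 0.0318 (SE, n = 10 arrays) over 4 probes, with an FDR of 0.273. Its sign, like those of the other genes, is that of the labels and turns with the exchange of arrays.

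**Figure D2:**
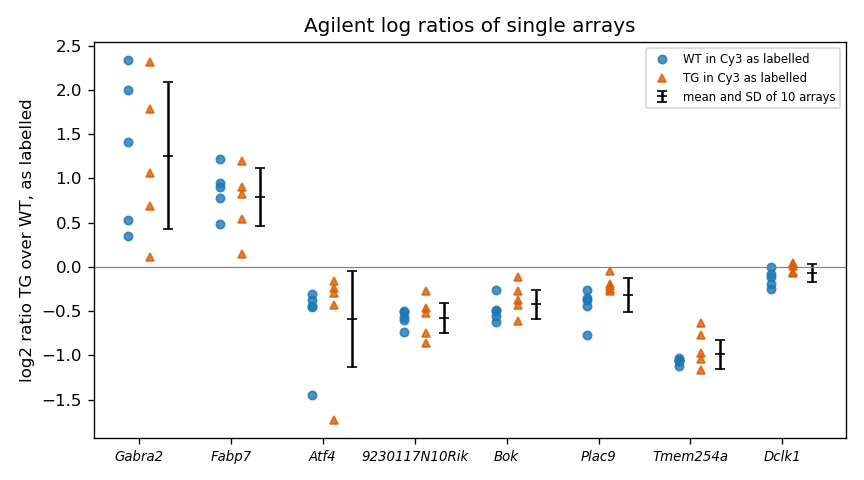
Agilent log2 ratios of TG over WT as labelled (vertical axis) on each of the 10 arrays for 8 genes, with circles for WT in Cy3 as labelled, triangles for TG in Cy3 as labelled, and the mean and SD of the 10 arrays. Gabra2 and Fabp7 are above 0 on all arrays, and 9230117N10Rik, Bok, Plac9 and Tmem254a are below 0 on all arrays; the signs are the opposite after the exchange of arrays.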

The fold-changes found by qRT-PCR were slightly higher than those found by any of the microarray platforms, confirming previous observations that ratios tend to be compressed in microarray experiments [21,23,35]. For 10 out of 11 tested genes that were significant (FDR<0.1) on at least two platforms, qRT-PCR experiments confirmed differential expression (Student's t-test: p < 0.05). 

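Of the genes that Table S1 lists for more than 1 platform, 12 had an Agilent probe by name and 9 of them were DEGs on Agilent here. Mthfd2 (FDR 0.27), Trem2 (FDR 0.712) and Lgals1 were the ones that were not. Fabp7 had a log2 ratio of 0.80 ± 0.0927 (SE, n = 10 arrays; FDR 0.0034), Bok one of -0.42 ± 0.0489 (FDR 0.00338) and Lynx1 one of 0.34 ± 0.0523 (FDR 0.0123). Arhgdig had 0.50 ± 0.0689 (FDR 0.00772). Chac1 had -0.13 ± 0.0328 (FDR 0.0563). Atf4 had a log2 ratio of -0.59 ± 0.151 (FDR 0.0555), and its values on arrays 1 and 9 were -1.45 and -1.735, while no other array was below -0.454. Arrays 1 and 9 share the mouse labelled TG4, and without that mouse the log2 ratio was -0.34 (FDR 0.00657). Chac1 and Atf4 were no DEGs under 14 of 31 other settings each, median centring (FDR 0.683 and 0.191) and 1 value per mouse (FDR 0.906 and 0.564) among them. With 1 value per mouse as labelled, Fabp7 (FDR 0.00728) and Arhgdig (FDR 0.0916) remained DEGs, and Bok (FDR 0.107) and Lynx1 (FDR 0.128) did not. All signs follow the array labels and are the opposite after the exchange of arrays. The paper takes the qRT-PCR results for genes found on more than 1 platform as evidence of differential expression.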

*Lgals1*, that was found by AFF and ILL only, did not reach significance in the qRT-PCR experiment due to large variability in the wild-type group. 

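For Lgals1 the Agilent log2 ratio as labelled was 0.032 ± 0.0601 (SE, n = 10 arrays; FDR 0.87), and its direction is not fixed, since it was -0.029 without the mouse labelled WT4. On ABI the difference was 0.29 ± 0.14 (SE), rank 1684 by p of the 33012 probes and no DEG. The SD of the ABI signal was 0.249 in the 5 WT mice and 0.101 in the 5 TG mice.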

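Of the genes listed in Table S1 for Agilent only, 15 had an Agilent probe by name and 13 of these were DEGs here at gene level, with Gnb1l and Acsl1 as the exceptions. As labelled, 7 of the DEGs were lower and 6 were higher in TG mice, and the numbers trade places after the exchange of arrays. The log2 ratios of these DEGs were between 0.0991 and 0.566 in size. With 1 value per mouse as labelled, Gng3 was the only one of them that remained a DEG (FDR 0.0324).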

We selected 15 genes (ranked from 8 to 719) that were found by AGL only covering the range from highly to lowly expressed genes, to ascertain whether the high number of genes selected by AGL was due to false positives. 

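On Agilent, Spp1 had a log2 ratio of -0.43 ± 0.0794 (SE, n = 10 arrays) with an FDR of 0.0208, and Camkk1 one of -0.24 ± 0.042 with an FDR of 0.0166. Both were negative on 9 of 10 arrays as labelled, and the direction turns with the exchange of arrays. Without the mouse labelled WT4, neither was a DEG (FDR 0.129 and 0.11).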

Eight out of these 15 genes were confirmed by qRT-PCR (p < 0.05), including *Spp1 *and *Camkk1*. These two genes were ranked among the top-350 genes on all platforms, except for *Camkk1 *on ABI. 

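By p value at gene level, Spp1 ranked 314 and Camkk1 ranked 212 among the 34636 genes on Agilent. Neither had an ABI probe that could be named.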

*Pip5k2a*, *Ttc3*, and *Acsl1 *were confirmed by qRT-PCR, but had an average ranking on the other platforms, and thus are truly found by AGL only. 

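At gene level on Agilent and as labelled, Pip5k2a (listed as Pip4k2a) had a log2 ratio of -0.28 ± 0.0446 (SE, n = 10 arrays) with an FDR of 0.0131, and Ttc3 one of -0.40 ± 0.0472 with an FDR of 0.0034. Acsl1 had -0.32 ± 0.122 over its 2 probes, with an FDR of 0.166. Without the mouse labelled TG4 the log2 ratio of Acsl1 was -0.13. These directions are the opposite after the exchange of arrays.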

Of the 7 genes that were found by AGL only but could not be confirmed by qRT-PCR, *Gnb1l *and *Sgip1 *were border-line significant in the qRT-PCR experiment (p = 0.06). 

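Gnb1l had an Agilent log2 ratio near 0, -0.010 ± 0.0346 (SE, n = 10 arrays), with an FDR of 0.939, and its sign changed in 6 of 31 other settings. Sgip1 had -0.56 ± 0.154 over 2 probes as labelled, with an FDR of 0.0682, and a positive value of that size after the exchange of arrays. Its values on arrays 1 and 9 were -1.51 and -1.545, and without the mouse labelled TG4, which both arrays share, the log2 ratio was -0.31 (FDR 0.0572). Sgip1 was no DEG in 16 of the 31 settings. Of the other genes, Kcnab3 (0.20 ± 0.034, FDR 0.0154), Efcbp2 (0.22 ± 0.036, FDR 0.0147) and Arc (0.30 ± 0.0527, FDR 0.0175) were DEGs, and Cask (-0.099 ± 0.0299, FDR 0.0894) was one that 20 of the 31 settings left above the limit.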

Interestingly, *Taf12*, although significant on AGL only, displayed very consistent fold-changes on the five microarray platforms (-1.08 to -1.12). 

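On Agilent, Taf12 had a log2 ratio of 0.18 ± 0.0344 (SE, n = 10 arrays) as labelled, positive on 9 of the 10 arrays and negative on average after the exchange of arrays. This is a 1.13-fold difference, with an FDR of 0.0247, and of 0.112 without the mouse labelled WT3. Taf12 had no ABI probe that could be named.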

Probably its fold-change was so low that it was hard to confirm by qRT-PCR.

### Gene set analysis

Analysis at the level of gene sets (as annotated in the Gene Ontology -GO- [36] and Kyoto Encyclopedia of Genes and Genomes -KEGG- [37] libraries) may reveal greater similarities between platforms than analysis at the level of individual genes, since different but functionally-related genes could give hints to aberrations in the same biological processes [38]. The Global Test was used to evaluate the differential regulation of gene sets [39]. This method is based on a model for predicting a response variable from the gene expression measurements of a set of genes. Unlike commonly overrepresentation test or Gene Set Enrichtment Analysis, it has optimal power in small sample size experiments and is able to identify gene sets where many genes display a small but consistent effect [40]. Furthermore, the test enables the control for array and dye effects, and produces easily interpretable p-values that can be compared across experiments.

We ranked the gene sets based on their Global Test significance and compared each pair of platforms (Figure 2). Like for the analysis of individual genes, the highly ranked gene sets showed good agreement across platforms. Again, the best correlations were observed between pairs of platforms of the same type: AFF-ILL (both one-color) and LGTC-AGL (both two-color) with Spearman correlation coefficients of 0.39 and 0.46 respectively. In agreement with the lower number of DEGs found by ABI, the results from ABI did not correlate well with those of the other platforms. Similar results were observed using the gene sets from KEGG (data not shown).

**Figure 2:**
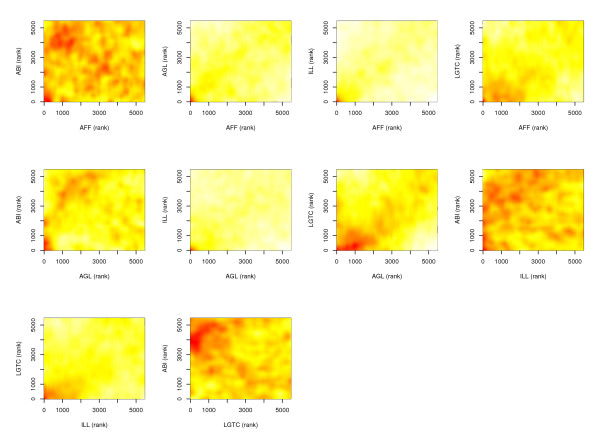
Scattersmooth plots between the ranks of the GO gene sets (according to Global Test p values).

The list of gene sets that were consistently identified by at least three platforms is dominated by genes involved in GABAergic signaling (Table 4). 

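A list of 19 GABA-A receptor subunit genes was tested on Agilent with the global test statistic, the sum over genes of the squared covariance with the genotype. Of the list, 18 genes had an Agilent probe by name, and each mouse entered with the mean of its normalized channels. The exact permutation p over all 126 splits of the 10 mice into 5 and 5 was 0.00794, the smallest that they can give. It holds for the mice as labelled, since the exchange of arrays changes which channels make up a mouse. Single genes went both ways, and 7 of the 18 passed an FDR of 0.1 adjusted over the list alone and 5 over all genes. The directional rotation test of limma (fry) had a p of 0.0667 for the list. No gene of the list had an ABI probe that could be named. From the platforms that share such gene sets, the paper states that genes of GABAergic signaling dominate the list.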

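Of the global test statistic of the 18 genes on Agilent, Gabra2 held 72.8%. Without Gabra2, the exact permutation p of the list, with the mice as labelled, was 0.0556. As labelled, the log2 ratio of Gabra3 (-0.201 ± 0.0597, SE, n = 10 arrays; FDR 0.0851) had the sign opposite to that of Gabra2, in either assignment of the arrays. Gabra3 was chosen after its values were seen.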

*Gabra2*, found down-regulated on all platforms and confirmed by qRT-PCR [see Additional file 2], is the most influential gene in these gene sets. 

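On Agilent as labelled, Chrna4 had a log2 ratio of 0.085 ± 0.0286 (SE, n = 10 arrays) with an FDR of 0.119, positive on 9 of 10 arrays. Of its 2 probes, A_52_P350750 was a DEG (0.15 ± 0.0348, FDR 0.0434) and A_51_P104487 was not (0.019 ± 0.035, FDR 0.861). Chrna3 (0.030 ± 0.0253, FDR 0.613), Glra3 (-0.0056 ± 0.0247, FDR 0.952) and Glra4 (0.0093 ± 0.0422, FDR 0.953) were near 0. No probe of Chrna3, Glra3 or Glra4 was called present, so these ratios do not show that the genes are unchanged. Under median centring in place of loess, Chrna3 (-0.077) and Glra4 (-0.094) had the other sign. For these 4 genes with Gabra2 and the mice as labelled, the exact permutation p of the global test statistic on Agilent was 0.00794. Without Gabra2 it was 0.143. The directions turn with the exchange of arrays.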

Different genes on different platforms contribute to the significance of these gene sets as a whole: e.g. *Chrna4 *(AFF, AGL, LGTC), *Chrna3 *(AGL), *Glra3 *(LGTC), *Glra4 *(ILL) for gene set GO:0004890. In general, this was due to near-background signals of these genes on most platforms.

**Table 4:** Gene sets highly ranked across platforms. For each platform, gene sets were ranked by their association with the phenotype under study, using the p-value from the global test. Displayed are those gene sets that rank highly in the majority of platforms; for GO sets, the sum of the highest three (out of five) ranks had to be below 100; for KEGG sets, the sum of the highest four (out of five) ranks had to be below 100. Columns 1 and 2 display GO/KEGG IDs and names of the gene sets (in parentheses: GO classification: BP = biological process; MF = molecular function). Columns 3 to 7 display the ranks of the gene sets for each of the platforms.

**GENE SET ID**	**Name**	**ABI**	**AFF**	**AGL**	**ILL**	**LGTC**
***GO***						
GO:0007214	gamma-aminobutyric acid signaling pathway (BP)	232	46	23	26	33
GO:0004890	GABA-A receptor activity (MF)	248	42	11	13	48
GO:0016917	GABA receptor activity (MF)	283	40	14	12	52
GO:0030594	neurotransmitter receptor activity (MF)	433	23	2	2	166
GO:0042165	neurotransmitter binding (MF)	474	22	1	1	174
GO:0006821	chloride transport (BP)	853	17	3	22	21
GO:0015698	inorganic anion transport (BP)	1022	7	21	33	76
GO:0005230	extracellular ligand-gated ion channel activity (MF)	1672	29	10	17	91
GO:0006820	anion transport (BP)	1801	8	33	34	98
GO:0015276	ligand-gated ion channel activity (MF)	1900	20	4	11	175
GO:0050900	leukocyte migration (BP)	13	898	12	69	1726
***KEGG***						
4080	Neuroactive ligand-receptor interaction	25	1	3	2	10
4512	ECM-receptor interaction	18	9	21	16	33
2010	ABC transporters – General	27	3	15	4	53
4660	T cell receptor signaling pathway	23	16	57	8	31
760	Nicotinate and nicotinamide metabolism	58	8	4	161	20
3030	DNA polymerase	9	11	12	24	138
4514	Cell adhesion molecules (CAMs)	39	13	23	17	115
900	Terpenoid biosynthesis	13	12	54	19	62
4640	Hematopoietic cell lineage	64	4	22	9	76

## Discussion

The aims of the present study were to compare the ability of different microarray platforms to detect differences in gene expression, when levels of regulation and numbers of regulated genes are low, and to investigate the influence of the platform in the biological interpretation of the results.

We show that even when gene expression differences between groups are small, several microarray platforms are able to consistently detect them. This is an important point, since in most previously published microarray platform comparisons, including the toxicogenomics MAQC study where biological replicates were analyzed, differences between samples analyzed where much larger than in our study [12,21,23-25]. The MAQC papers conclude that the cross-platform correlation is higher for fold-changes than for t-statistics. This is not true for our study. This apparent contradiction is because high fold-changes, which we simply do not have in our study, are more likely to be measured consistently, and contribute most to the Pearson correlation coefficient. 

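Between Agilent and ABI, the Pearson correlation of the log2 ratios over the shared genes was -0.199 as labelled, closer to 0 than that of the t statistics (-0.2085). The difference between both is smaller than the SD of 0.029 over the 6 mouse numbers left out in turn. With the Agilent direction of the exchanged arrays, both are positive.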

Cross platform consistency in our study may compare favorably to another platform comparison study within a biological setting: Tan et al. reported a low agreement between 3 platforms (Affymetrix, Agilent, Amersham) in the analysis of the effect of serum withdrawal [14]. In their case, the amount of interrogated genes shared by all platforms was low. In our study, the number of common probes is bigger (N~ 12,000) and allows for more reliable comparisons since a bigger and possibly more representative set of probes is taken into consideration.

In contrast to other papers, we did not apply any filter to our data. In the reanalysis of the Tan dataset by Shi and collaborators [41] the authors claimed that the use of the unfiltered dataset gave a poor agreement between platforms, while restricting the analyses to a small filtered subset gives highly reproducible results. Even if several filters are commonly used, strict investigation on the possible bias introduced in the data because of the exclusion of genes has not been done. Since filters of the data may affect individual datasets differently, we have avoided using them in order to reflect the true unbiased gene expression signatures. The drawback is that the correlation measures are more affected by biological and technical noise.

The choice of the type of cut-off is still a matter of debate, and several authors suggested using a mixed cut-off of p-values and Fold Changes (FCs) [21,24]. However, even if a FC cut-off makes DEGs determination easier and from the technical point of view is more direct, it can eliminate the possibility of finding small differences in the data that are biologically interesting, as demonstrated in the current study (where only two genes showed a FC > 2). Furthermore, the FC statistics do not have the probabilistic characteristics guaranteed by theoretical conditions that allow to be sure about what the method does [42,43].

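Among the Agilent DEGs, the median fold change was 1.17. A limit of 2-fold beside the FDR leaves 4 of the 3055.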

The degree of overlap between DEGs can be influenced by the overlap in interrogated and detectable transcripts as well as the method for matching of the probes. The overlap in interrogated transcripts was >75%, as expected for these whole genome microarray platforms. The overlap in probes with signal above background was also in the same range. However, by adding the two effects, one can explain as much as 50% of the difference between two platforms and this can be even more for home-spotted arrays were the numbers of detectable transcripts are often reduced due to local background problems. The overlap may be further reduced due to the interrogation of different splice variants that are mapped to the same UG identifier. The Ensembl transcript mapping accounts for alternatively spliced transcripts. However, the correlation between platforms in the Ensembl transcript-mapped dataset was, in our case, not higher than in the UG dataset. This could be due to complications in the mapping process: AFF probe sets sometimes cover more than one transcript, and for ABI oligonucleotide sequences were not provided but only 380 bp regions in which the probes were designed. Furthermore, there is considerable redundancy in the Ensembl transcript dataset due to multiple splice variants from the same gene being detected by all platforms, which may introduce biases in the downstream analyses. In this respect, the use of the recently released whole genome exon arrays for gene expression probably provides an attractive alternative, coping with such a problem.

AGL selected a ten-fold higher number of DEGs and significant gene sets than all other platforms. This is partly attributable to the high signal to noise level of this platform, as evident from the number of probes with signal higher than background. Still, this huge difference was unexpected and we investigated the behavior of the AGL data in more detail, and compared this with AFF and LGTC data using different approaches [see Additional file 1]. 

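The posterior SD of the Agilent log2 ratios had a median of 0.125 over the probes, with 5% of the probes below 0.0716 and 5% above 0.350. On the genes shared with ABI, the median was 0.1045 for Agilent log2 ratios and 0.301 for ABI log2-like signals. The AFF intensities were not analysed here.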

Briefly, the AGL log ratios show a bigger variability than AFF log intensities, measured by the *a posteriori *standard deviations. This difference remains after multiplying the variance of AFF intensities by the square root 2 in order to calculate the variance in the ratio between two samples. To check whether the doubled number of observations on the AGL were the cause for finding many more differentially expressed genes, we left AGL arrays out one by one and repeated the EBLRM analysis. The number of DEGs decreased steadily from 3,051 (10 arrays, 20 samples) to 649 (5 arrays, 10 samples). This is on the same order of magnitude as the number of DEGs of AFF (10 arrays, 10 samples, 130 DEGs), but still five times larger.

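With each Agilent array left out in turn, the number of DEGs had a median of 2100.5 (1117 to 3398). In 12 drawn subsets of 8 arrays it was 1432 (282 to 3861), in 12 subsets of 7 it was 528 (33 to 4102), and in 12 subsets of 6 it was 163 (3 to 4080). In 20 drawn subsets of 5 arrays the median was 13.5 (0 to 2728). The range within each size was wider than the difference between the medians of neighboring sizes. The 5 arrays with WT in Cy3 as labelled gave 3948 DEGs and the 5 with TG in Cy3 gave 3351, but in each of these sets dye and genotype cannot be separated, so dye effects are counted too. A first draw of 28 subsets of 5, replaced by the 20 after its values had been seen in order to limit the number of fits, had a median of 3 (0 to 3237). From the decrease with the number of arrays, the paper reasons that the number of observations is part of why Agilent found more DEGs.

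**Figure D3:**
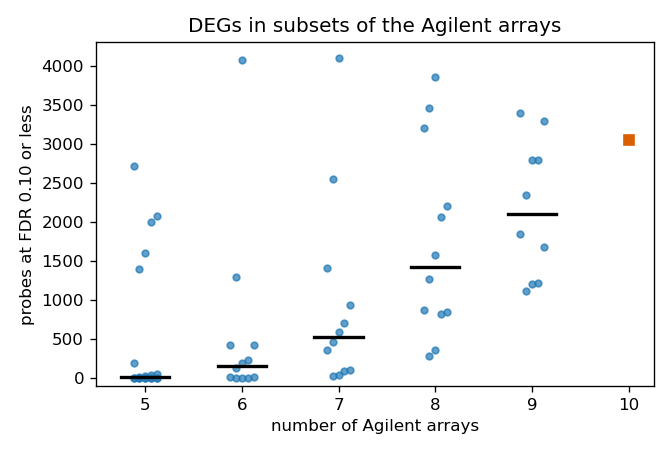
Number of Agilent probes with an FDR of 0.10 or less (vertical axis) against the number of arrays (horizontal axis), with a circle for each subset, a line for the median of each size and a square for all 10 arrays. The median falls from 2100.5 with 9 arrays to 13.5 with 5, and with 5 arrays the circles range from 0 to 2728.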

This suggests that the direct comparison of the wild-type and transgenic mouse samples on the same array drives the better performance, which is accordance with previous observations [13,33]. It argues against using either a common reference design or one-color protocols when comparing two groups of samples [21]. However, this does not explain the differences in performance between AGL and LGTC arrays. We found that AGL's technical replicates were much more reproducible than those of LGTC: Pearson correlation coefficients were 0.95–0.98 for AGL and 0.70–0.80 for LGTC, illustrating the differences in quality between commercial and home-spotted arrays. 

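On Agilent, the Pearson correlation across probes between the Cy3 and the Cy5 intensities of the same mouse as labelled was between 0.960 and 0.989, with a median of 0.974 over the 10 mice. The intensities were vsn-normalized, and probes are not independent replicates. Trimming vsn at a quantile of 0.5, an alternative chosen after the values were seen, moved the lowest most, to 0.902.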

Overall, our study suggests that the differences in amount of DEGs found by the different platforms were mainly caused by differences in signal to noise ratios, and the numbers of observations between one and two-color platforms, when using the same number of arrays. Our qRT-PCR experiments validated differential gene expression in most cases, also for genes found by AGL only, indicating that these are not just false positives.

Our results illustrates once more that typical sample sizes used in microarray experiments, three samples per group, can be too small to enable reliable detection of subtle effects such as in this study. Even though using 5 samples per group still does not yield enough power for some platforms, it is possible to use our data as basis for estimation of sample size for the platforms considered. We are undergoing this work and the detailed analysis, beyond the scope of this paper, shall appear elsewhere. Our preliminary results confirm that AGL and AFF have comparable power, so the different outcomes observed by us are for the largest part due to the larger effective sample size involved in two-colour platforms design.

We investigated whether the power of the analysis could be enhanced by merging data from all five platforms in one statistical model. We applied an EBLRM on the UG subset and included samples, platforms and dye (only for the two-color arrays) as confounders. At an FDR of 0.1, 285 genes were selected (Table 1). Among these, most had been selected as DEGs by the individual platforms with the exception of 56 genes. However, we could not validate the differential expression of the top 5 of those genes by qRT-PCR, mainly due to large biological variation within groups. These genes seem to have been selected in the merged analysis due to the technical consistency on the microarray platforms allied to the larger pooled sample size.

This study also aims to elucidate the biological function of delta-DCLK-short expression in the hippocampus. Recent loss and gain of function studies strongly suggest involvement of the DCLK gene in neurogenesis, neuronal migration, vesicle transport, microtubule-directed retrograde transport, neurotransmission and apoptosis [28-30,44-46]. Thus, DEGs identified in this study may be involved in these processes. The present study focuses on comparison of different array platforms and therefore the results of the biological function will be discussed more extensively elsewhere (Schenk in preparation). However, it is interesting to note that the DEGs and the significant gene sets revealed by the different microarrays are biologically meaningful. For example, numerous gene sets related to GABA-ergic neurotransmission emerged as highly significant in 4 out of 5 platforms. Intriguingly, similarly as the DCLK gene, excitatory GABA signalling has been shown to control neurogenesis, neuronal migration and differentiation of neuroblasts [47,48]. DCLK-short expression starts postnatally around day 6, a timepoint that is characterized by a switch in excitatory GABAergic responses to inhibitory responses [49,50]. The added value of the use of different microarray platforms lies in the prioritization of the pathways for follow-up experiments. When analyzing data from a single platform, many spurious gene sets apparently not related to the biological process under study (e.g. chemotaxis) ranked highly, probably due to the relatively small expression differences observed. By comparing platforms, a biologically meaningful consensus could be distilled.

## Conclusion

The present study suggests that the choice of a platform can be mainly governed by practical and cost considerations. However, our data demonstrate that, given the much higher number of identified DEGs, commercial two-color platforms may be preferred when two groups with small differences in expression are to be compared. In these situations, a direct-comparison design helps to maximize signal-to-noise ratios in the ratios between the two groups through minimization of the array effect and the possibility for more replicates with the same number of arrays. Since we performed this study with a clear underlying biological question, we could demonstrate that there was agreement across platforms in the perturbed biological processes identified. Consistency between platforms helped to prioritize biological processes relevant for the biological question under study. The relevant gene sets were detected with an only partly overlapping set of genes. Our data indicate that when analyzing samples with only subtle differences in gene expression the use of two different platforms might be more rewarding than increasing the number of replicates on the same platform.

## Methods

### MICE

5 Wild-type male C57/BL6j and 5 transgenic male mice over-expressing DCLK-short with a C57/BL6j background were individually housed 7 days prior to the start of the experiment. Animals were housed under standard conditions, 12h/12h light/dark cycle and had access to food and water ad libitum. Wild-type (N = 5) and transgenic (N = 5) tissue samples were collected by taking the brain from the skull and quickly dissecting out both hippocampi. Dissection was performed at 0°C to prevent degradation of RNA. Hippocampi were put directly in pre-chilled tubes containing Trizol reagent (Invitrogen Life Technologies, Carlsbad, CA, USA). All animal treatments were approved by the Leiden University Animal Care and Use Committee (UDEC# 01022).

### RNA extraction

After transfer to ice-cold Trizol, hippocampi were homogenized using a tissue homogenizer (Salm&Kipp, Breukelen, The Netherlands) and total RNA was isolated according to the manufacturer's protocol. After precipitation, RNA was purified with Qiagen's RNeasy kit with on-column DNase digestion. The quality of the RNA was assessed with the RNA 6000 Labchip kit in combination with the Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA), using the Eukaryote Total RNA Nano assay according to the manufacturer's instructions. Total RNA was amplified using Ambion's MessageAmp kit, with incorporation of modified nucleotides (biotin-16-UTP (AFF, ILL), aminoallyl-UTP (AGL, LGTC), DIG-UTP (ABI)). For AGL and LGTC, aminoallyl-cRNA was coupled to Cy3 or Cy5 monoreactive dyes (GE Healthcare).

### Experimental design

Labelled cRNAs of 5 individual wild-type and 5 transgenic mice were hybridized on 5 different microarray platforms (Table 1): Applied Biosystem (ABI), Affymetrix (AFF), Agilent (AGL), Illumina (ILL), and home-spotted glass microarrays containing the 22K mouse Sigma-Compugen collection generated at the Leiden Genome Technology Center (LGTC). Ten microarrays were used for each platform. For the one-color platforms (ABI, AFF, ILL), each individual RNA was hybridized to one microarray. A direct design was used for hybridization of the two-color arrays (AGL, LGTC), *i.e*. each microarray was hybridized with two RNA samples from different groups. All samples were hybridized once in Cy3 and once in Cy5. Dye-swapped hybridizations were done with non-identical sample pairs [see Additional file 3].

### Quantitative RT-PCR

Quantitative RT-PCRs were done on the Lightcycler480 (Roche), using the universal probe library (UPL, Roche) or SYBR-Green (when amplification efficiencies with UPL were below 90%). The RNA samples used for validation were the same as in the microarray experiments. Each cDNA was analyzed in quadruplicate, after which the average threshold cycle (Ct) was calculated per sample. Differential expression was evaluated with a Student's *t*-test, considering the 5 biological replicates in each group.

### Mapping

Two approaches were used to obtain an overlapping gene set that was measured on each platform. The first is based on the annotation provided by the manufacturer, while the second is an in-house performed probe sequence-based annotation.

1. GenBank accession numbers that were used for the design of the microarray probes were used for querying the Mus musculus Unigene (UG) database build #151. All UG IDs that occurred at least once on each platform were included in the UG set (N = 10,876). With this UG set, a UG dataset was created for each platform by extracting the expression values for the relevant probes. When multiple probes were present for the same UG ID, the average of the signal of the probes was used as expression value.

2. For AGL, LGTC, and ILL, probe sequences provided by the manufacturer were directly used for annotation. For AFF, the 11 probe sequences in a probe set were concatenated, after removal of potential overlap. ABI did not reveal the exact probe sequences but a 380 bp region, in which the probes were located. Gmap [51] was used for alignment of the sequences to the Ensembl mouse genome sequence (build NCBIM34). Hits with a match score higher than 0.9 (matches – gaps/query size [52]) were considered genuine matches. Chromosomal start and end positions of the hits were compared to the exon positions in the Ensembl database (version 37.34e). Subsequently, the Ensembl Transcript database was queried with only the exons that matched (part of) the probe sequence. Only transcripts with a match score >0.9 on all 5 platforms were included the Ensembl transcript set (N = 12,744). When multiple probes were present for the same transcript, the average of the signal of the probes was used as expression value.

Based on each of the above overlapping gene sets, a dataset was created for each platform, which was analyzed separately [for UG: see Additional file 4]. For completeness, the complete datasets (including also the non overlapping probes) were also analyzed in parallel.

### Preprocessing procedures

The quality of the arrays was assessed by visual inspection of the raw images and pairwise MA-plots. No arrays were excluded from the analysis since the variance on the log-ratios was comparable between arrays. For the ABI platform, we observed differences in the signal distribution between two batches of arrays hybridized on two different days, for the other platform no quality problems were observed. Each dataset was loaded into the R environment directly as a raw data matrix (for ABI and ILL) or using the limma package (AFF, AGL, and LGTC). No background correction was applied to the two-color microarray platforms since the background correction increased noise levels in the low intensity range considerably. For AFF analysis, only perfect match probes were taken into account and probesets were summarized with the "median polish" method. The data from the one-color platforms were normalized with variance stabilization and normalization function implemented in the vsn package [53]. From all the normalization methods tested, vsn was most robust, whereas the performance of alternative normalization algorithms was more platform-dependent. Two-color arrays were normalized with loess [54] since vsn normalization did not correct all the intensity-dependent non-linear behaviour in the data. Raw and normalized data are available in GEO under series GSE8349.

### Present calls

For Affymetrix chips, probes were said to be present when the MAS5.0 present call algorithm called the probe "P" (present) on all 10 arrays. For the other platforms, probes were said to be present when their signal intensity was above the signal from the lowest 95% of platform-specific negative control probes on all 10 arrays. For the two colour platforms, this requirement was imposed on the intensities of both the green and the red channel. Lists of present probes for each platform were then mapped to the ENSEMBL transcript database to generate a list of unique ENSEMBL transcript IDs with detectable expression.

### Statistical analyses

#### Determination of Differentially Expressed Genes (DEGs)

Each dataset was analyzed for determination of DEGs using an Empirical Bayes Linear Regression Model (EBLRM). The following models were used for this purpose:

1) one-color datasets

y_i _= α_i _+ β_i _group + ε_i_

2) two-color datasets- log ratios

w_i _= α_i _+ ε_i_

3) two-color datasets-intensities

y_i _= α_i _+ β_i _group + γ_i _dye + δ_i _array + ε_i_

where i is the i^th ^item of the datasets, y_i _is the intensity signal, w_i _is the log ratios of the signal in Cy3 dye vs the Cy5 dye; α_i_, β_i_, γ_i_, δ_i_, ε_i _were the coefficients of the intercept, group (transgenic vs. wild type), dye (Cy5 vs. Cy3 – only for two-color arrays), array (only for two-color arrays), and error terms, respectively. All the effects were considered to be random. DEGs were defined as the probes for which the β_i _were significantly different from 0, since β_i _is the estimate for the group (wild-type or transgenic) effect. Analysis were performed with the limma package [32], using the lmFit function. P values were adjusted for multiple testing using the False Discovery Rates (FDR) method suggested by Benjamini and Hochberg [55]. FDR not greater than 10% was considered as statistically significant. Numbers and percentages of overlapping items in the list of DEGs among the 5 platforms were calculated.

Genes of UG and Ensembl were ordered by their p values obtained from the EBLRM and their Spearman correlation coefficients (c_S_) were calculated for pairs of platforms. Pearson correlation coefficients (c_P_) were calculated to quantify the correlation between the statistics produced by the EBLRM in the 5 overlapping datasets.

#### Gene set analysis

The association between the multiple functionally-related genes belonging to the same gene sets (according to the GO [36] and KEGG [37] libraries) and the group was assessed using the Global Test [39]. A logistic model with a gamma p-value estimating method was used for all platforms. For the two-color arrays, intensities were extracted and a model including array and dye effects as confounders was used. Gene sets were ordered by their p values obtained from the global test and Spearman correlation coefficients were calculated for pairs of platforms. Multiple testing was corrected via the FDR method [55]. FDR not greater than 10% was considered as statistically significant.

#### Two-color platforms data analysis

Analyses of the two-color platforms data were done using log ratios per array, whenever possible. However, for the gene set analysis and for the analysis of the merged datasets separate channel intensities were needed. These were then extracted from the raw data, normalized using vsn and, to account for technical variability, the analysis model also included array and dye as confounders.

#### Software

All the analyses were performed using R software environment [56] version 2.3.2 and BioConductor [57] packages vsn [53], loess [54], multtest [58], Affy [59], globaltest [39], limma [32], AnnBuilder [60] and the function scattersmooth [34].

When metadata packages were available at the BioConductor website (in our case, for AGL and AFF platforms), we used them for the annotation. Otherwise (for ABI, ILL, and LGTC) the annotation packages were produced using the AnnBuilder package in R [60].

## Abbreviations

ABI: Applied Biosystems; AFF: Affymetrix; AGL: Agilent; DCLK: δC-doublecortin-like kinase; DEG: Differentially expressed genes; EBLRM: Empirical Bayes Linear Regression Model; FC: Fold Change; FDA: Food and Drug Administration; FDR: False discovery rate; GABA: Gamma amino butyric acid; GO: Gene Ontology; KEGG: Kyoto Encyclopedia of Genes and Genomes; ILL: Illumina; LGTC: Home-spotted LGTC arrays; MAQC: MicroArray Quality Control Consortium; qRT-PCR: Quantitative reverse transcription PCR; UG: Unigene.

## Authors' contributions

PP conducted all the statistical analyses and drafted the manuscript, PAtH contributed to the study design, the data analysis and the drafting of the manuscript, EV worked on the biological interpretation of the results, GJS isolated the RNA and contributed to the biological interpretation, RHAMV performed the validation via qRT-PCR, YA was responsible for the microarray experiments, MdH and RK reannotated the microarray probe sequences, GJBvO corrected the manuscript, JdD and JB helped in the setting up of the experiments and contributed to the interpretation of the results, RM was mainly involved in the supervision of the statistical analyses and statistical interpretation of results.

## Supplementary Material

Additional file 1 suppl.material.pedotti. contains a more detailed comparison of the performance of AGL and AFF microarrays. Click here for file

Additional file 2 table.S1.pedotti. contains a list of the genes selected for the validation with qRT-PCR and its results. Click here for file

Additional file 3 table.S2.pedotti. contains the hybridization design for the two color arrays (AGL and LGTC). 

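Table S2 pairs a WT and a TG individual on each two-color array, the first in Cy3 and the second in Cy5, and every individual stands once in each dye column. The pairs form a loop, so that an individual meets 2 others. Additional file 4 was used to test which Agilent array carries which pair. Its values matched the Agilent scanner channels with a median correlation of 0.959 when the arrays labelled 1 to 5 were exchanged with those labelled 6 to 10 and vsn was trimmed at 0.9, and 18.9% of the 667 genes then matched at over 0.99. With vsn trimmed at 0.5, chosen after seeing the values, the median was 0.978 and the share 47.8%. No gene matched so as labelled. With that trimming and the dyes of every array exchanged instead, the median was 0.813, and no random order out of 20 exceeded 0.840. For ABI as labelled, 61.3% of the genes matched at over 0.99 with trimming at 0.9, and 77.2% at 0.5.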

Click here for file

Additional file 4 all.data.UG. contains the expression data of all the 5 platforms for the subset of genes with overlapping UG identifiers. Click here for file

# Supplementary material for: Can subtle changes in gene expression be consistently detected with different microarray platforms?
**Source:** BMC Genomics. 2008 Mar 10;9:124. doi: 10.1186/1471-2164-9-124

Supplemental Material

Detailed analyses were performed to investigate the high sensitivity of AGL compared with the others platforms, especially AFF (that is one of the most widely used platforms) and LGTC (that has a two color design)

First of all, we compared the data of AGL and AFF, from different points of view. Since AGL is selecting so many DEGs, we expected that the distributions of the *a posterior* standard deviations used in the EBLRM to be smaller than the one in the AFF data. 

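The median posterior SD of the Agilent log2 ratios rose with the signal. With the probes split by mean intensity into 4 groups of equal size, it was 0.0932 in the lowest group, 0.108 and 0.147 in the next ones, and 0.186 in the highest. The signals were not corrected for background, and the paper reports considerably more noise at low intensity after such a correction. The smaller SD of weak probes therefore need not mean higher precision.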

Surprisingly, the log-ratios from AGL displayed more variability than the log intensities of AFF (Fig. S1). This suggests that the ability of AGL to detect so many DEGs is not related to a smaller variance.

To investigate if the assumptions of the EBLRM were violated, we performed an analysis applying EBLRM on 1,000 datasets obtained by random permutations of the sample labels. The distributions of the empirical p values obtained from the permutations is similar to the ones obtained from the real data (fig s2): in the AGL there is a higher increased amount of low p values than in AFF, showing that the effect in that dataset is bigger. 

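On Agilent, 18.9% of the probes had an unadjusted p of 0.05 or less in the labels' direction of the arrays. When the signs of the 10 arrays were drawn at random, which exchanges WT and TG within arrays, the median over 99 sign patterns was 3.44%, with a range from 0.151% to 20.9%.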

Results from the permutations analysis suggest that the assumptions of the EBLRM were not violated.

The reason for the higher sensitivity of AGL could be driven by bigger sample size due to the two color design . To investigate this, we applied the EBLRM to the AGL data, after sequentially leaving out up to 5 arrays, trying to maintain the balance of the dye and the presence of all the individual samples. 

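A subset of 5 Agilent arrays holds all 10 mice only if it is the set with WT in Cy3 or the set with TG in Cy3, as labelled, and neither is balanced for dye. Of the 20 drawn subsets of 5, 13 held 2 or 3 arrays of each orientation and had a median of 2 DEGs. The other 7 held 1 or 4 arrays of an orientation and had a median of 199.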

The number of DEGs decreases steadily from 3,051 (10 arrays, 20 samples) to 649 (5 arrays, 10 samples). This is on the same order of magnitude as the number of DEGs more similar to the AFF one (10 arrays, 10 samples, 130 DEGs), but still five times larger.

Thus, the two color design yelding to a double sample size seems to play an important role in the higher sensitivity of AGL. However, the other two color platform (LGTC) was selecting much fewer DEGs. We investigated the difference in terms of noise in these two platforms. For this purpose, we plotted the data of the same sample in the two channels (fig s3). The correlation between the same samples were higher in AGL (0.95-0.98) than in LGTC (0.70-0.80).

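For comparison, the correlation between the Cy3 intensities of one Agilent array and the Cy5 intensities of another was between 0.940 and 0.988 for different mice of the same genotype (median 0.968) and between 0.924 and 0.989 for mice of different genotypes (median 0.969), as labelled. Between the channels of one array, which hold different mice, it was between 0.963 and 0.993 (median 0.987). The channels of one array share its spots and hybridization, while those of the same mouse (median 0.974) lie on different arrays. The ranges overlap.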

These results suggest that the increased power of AGL in selecting more items is not merely due to technical effects and the bigger sample size but also to a larger precision of the platforms itself.

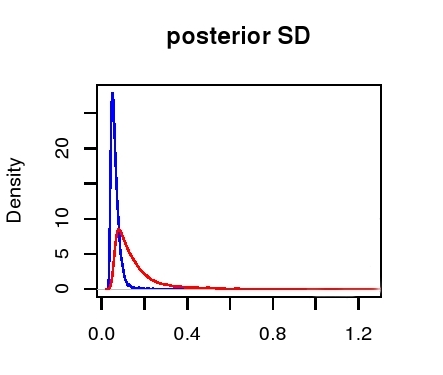
Figure s1. Distributions of the densities of the *a posterior* standard deviations used in the EBLRM, in AGL data (red line) and in AFF (blue line).

Figure s2. Density of the empirical p values, in AGL (red line) and AFF (black line) calculated applying the EBLRM to 1000 permutations of the labels in the original dataset.

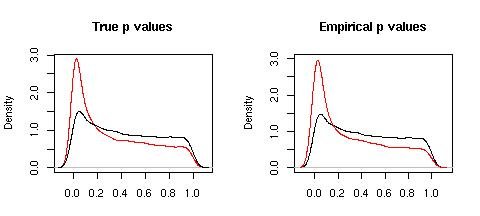

Figure s3. Example of correlation between signal of the same sample in the two single channel (red vs green) in the AGL intensities data (left panel) and in LGTC (right panel) for the WT3 mouse.

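For the mouse labelled WT3, the correlation between both Agilent channels was 0.972.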

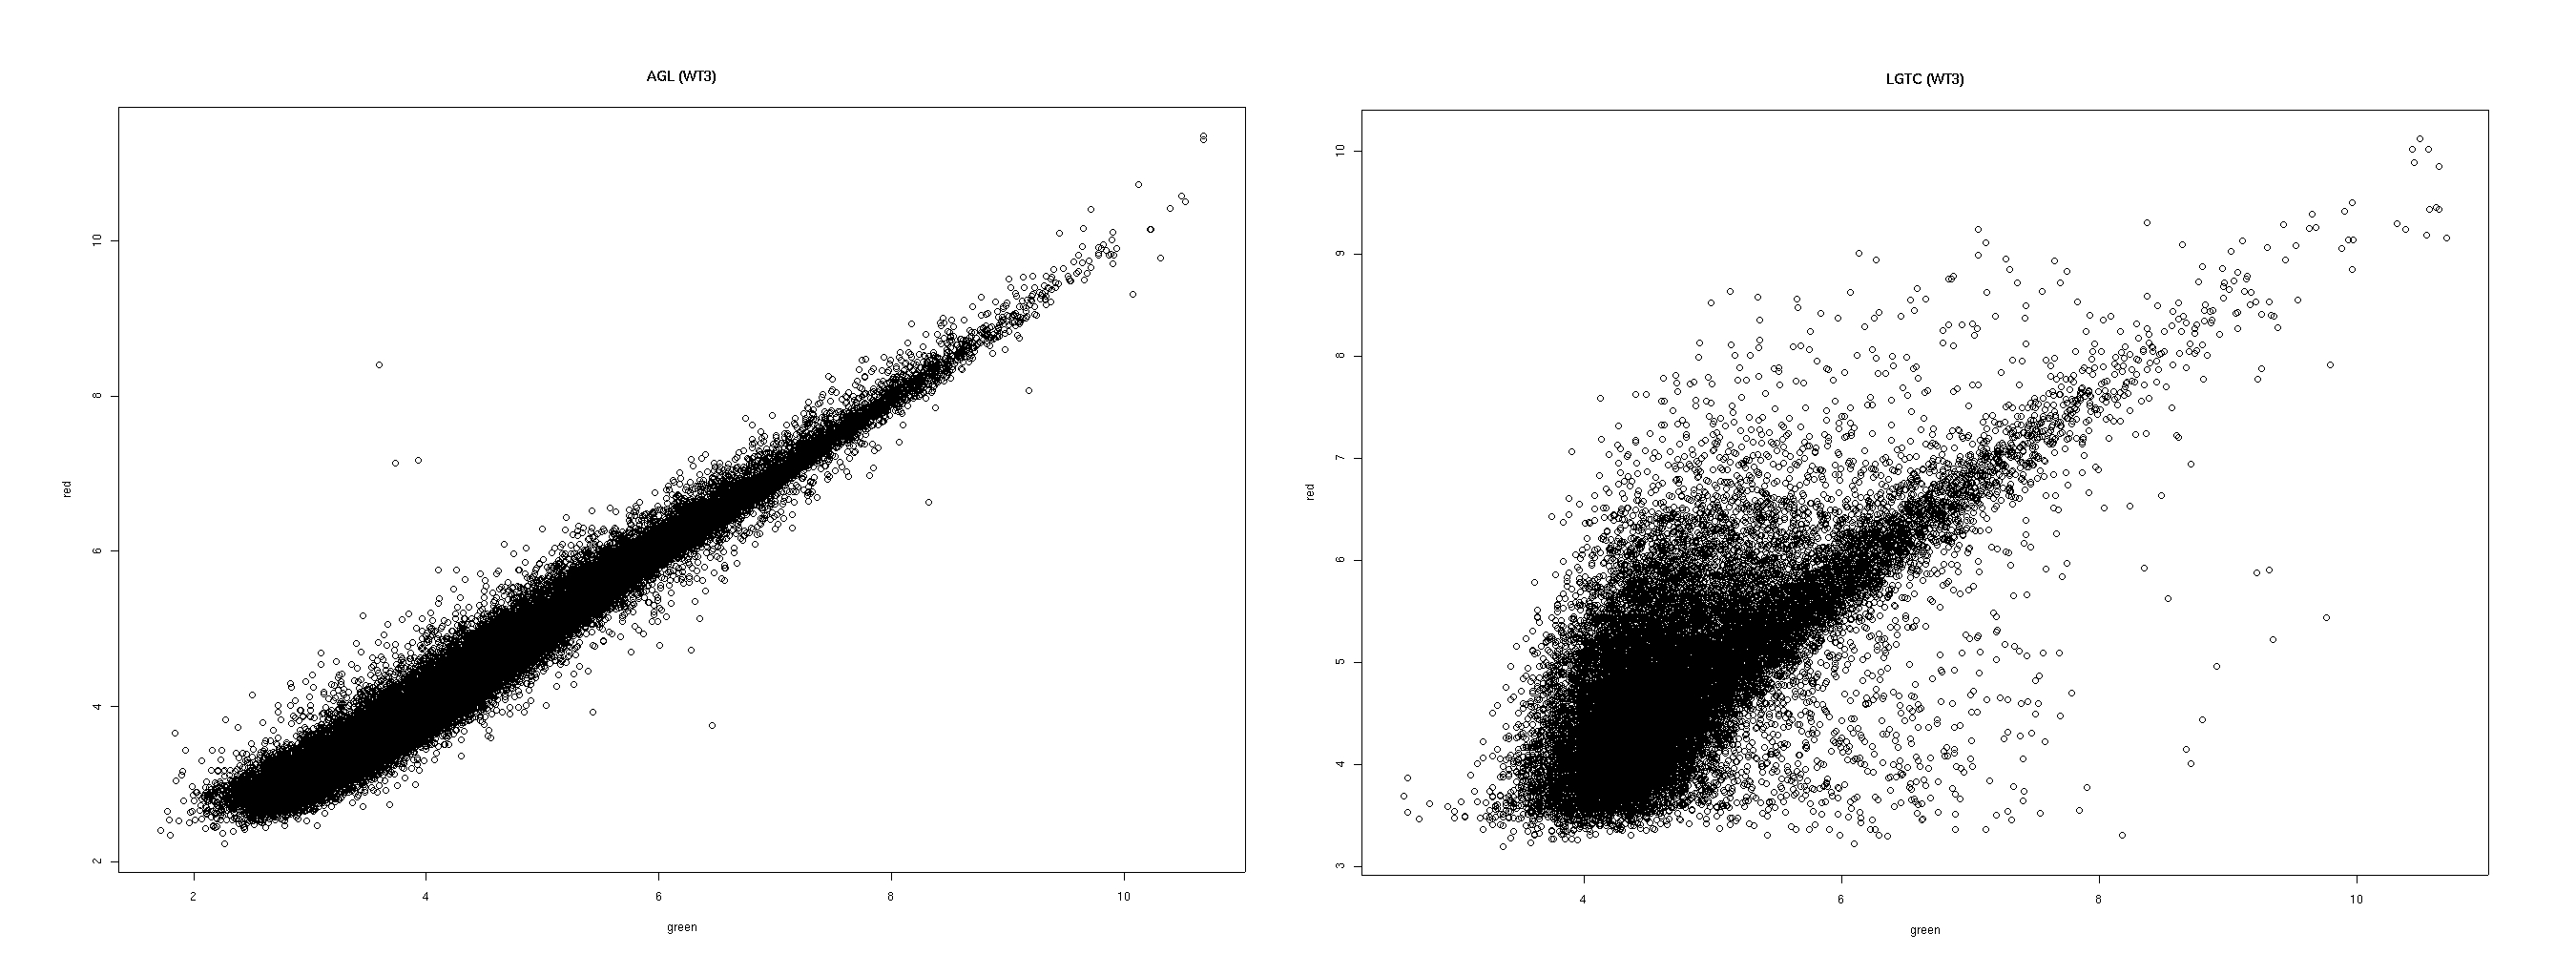

**Supplement:** Additional file 1 — suppl.material.pedotti. contains a more detailed comparison of the performance of AGL and AFF microarrays.

# Supplementary material for: Can subtle changes in gene expression be consistently detected with different microarray platforms?
**Source:** BMC Genomics. 2008 Mar 10;9:124. doi: 10.1186/1471-2164-9-124
**Supplement:** Additional file 2 — table.S1.pedotti. contains a list of the genes selected for the validation with qRT-PCR and its results.

Table S1. Validation of differential expression by qRT-PCR. Two genes were selected as DEGs in all the 5 platforms; 2 in 4 platforms; 4 in 3 platforms; 5 in 2 platforms; 15 in AGL only. The first column contains the gene symbol; the second column reports the platforms which detect the gene as DEG; the columns 3- 8 reports the mean 2log ratio for the different microarray platforms and the qRT-PCR assay; column 9 reports the level of significance in the qRT-PCR data from the Student’s t-test; in bold characters significant p values (p < 0.05).

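The Agilent column of Table S1 was set beside the log2 ratios recomputed here. An Agilent probe by name was found for 27 of the listed genes. As labelled, 0 of the 27 had the sign of Table S1, and once the Agilent direction was turned, 27 did. Of the turned values, 22 were within 0.01 of the paper's value. The correlation across genes was 0.903, and genes are not independent replicates.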

| Symbol | Significance at FDR 0.1 | ABI | AFF | AGL | ILL | LGTC | qRT-PCR | Pval qRT-PCR |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Plac9 | ABI, AFF, AGL, ILL, LGTC | 1.17 | 1.09 | 0.99 | 0.79 | 0.3 | 1.94 | **0.0000** |
| 9230117N10Rik | ABI, AFF, AGL, ILL, LGTC | 0.54 | 0.37 | 0.58 | 0.35 | 0.31 | 0.82 | **0.0001** |
| Gabra2 | ABI, AFF, AGL, ILL | -0.95 | -0.95 | -0.57 | -0.48 | -0.47 | -1.38 | **0.0000** |
| Fabp7 | ABI, AFF, AGL, LGTC | -0.48 | -0.55 | -0.8 | 0 | -0.49 | -0.69 | **0.0076** |
| Mthfd2 | AFF, AGL, ILL | 0.47 | 0.18 | 0.09 | 0.24 | -0.01 | 0.55 | **0.0000** |
| Chac1 | AFF, AGL, ILL | 0.43 | 0.35 | 0.13 | 0.36 | 0.01 | 0.55 | **0.0000** |
| Bok | AFF, AGL, ILL | 0.29 | 0.36 | 0.42 | 0.37 | 0.11 | 0.69 | **0.0042** |
| Atf4 | AFF, AGL, LGTC | 0.19 | 0.17 | 0.59 | 0.19 | 0.19 | 0.42 | **0.0002** |
| Trem2 | AFF, ILL | 0.24 | 0.23 | 0.06 | 0.26 | -0.02 | 0.37 | **0.0023** |
| Lynx1 | AFF, AGL | 0.03 | -0.21 | -0.34 | -0.11 | -0.3 | -0.2 | **0.0149** |
| Rasl11b | AFF, AGL | -0.08 | -0.2 | -0.32 | -0.12 | -0.17 | -0.54 | **0.0386** |
| Lgals1 | AFF, ILL | 0.19 | 0.35 | -0.03 | 0.25 | 0.15 | 0.24 | 0.2977 |
| Arhgdig | AGL, ILL | -0.09 | -0.16 | -0.5 | -0.18 | -0.26 | -0.51 | **0.0013** |
| Gnb1l | AGL | -0.01 | -0.04 | 0.16 | -0.03 | -0.01 | -0.24 | 0.0571 |
| Cenpa | AGL | -0.12 | -0.03 | -0.15 | -0.04 | 0.02 | -0.35 | **0.0289** |
| Cask | AGL | 0.06 | -0.01 | 0.2 | -0.03 | 0.1 | 0.07 | 0.3989 |
| Irgm | AGL | 0.26 | 0.07 | 0.18 | 0.07 | 0.11 | 0.41 | **0.0144** |
| Sgip1 | AGL | 0.14 | 0.02 | 0.32 | 0.01 | 0.02 | 0.24 | 0.0608 |
| Acsl1 | AGL | 0.15 | 0.04 | 0.32 | 0.07 | 0.03 | 0.43 | **0.0330** |
| Ttc3 | AGL | -0.22 | -0.07 | 0.4 | -0.01 | 0.2 | 0.35 | **0.0033** |
| Pip5k2a | AGL | 0.24 | 0.05 | 0.28 | 0.11 | 0.06 | 0.29 | **0.0418** |
| Gng3 | AGL | 0.16 | -0.13 | -0.57 | 0.04 | -0.21 | -0.19 | **0.0095** |
| Taf12 | AGL | -0.12 | -0.12 | -0.18 | -0.11 | -0.13 | -0.09 | 0.1308 |
| Camkk1 | AGL | 0.07 | 0.12 | 0.24 | 0.11 | 0.22 | 0.2 | **0.0115** |
| Spp1 | AGL | 0.73 | 0.26 | 0.43 | 0.27 | 0.19 | 0.83 | **0.0128** |
| Efcbp2 | AGL | -0.1 | -0.1 | -0.22 | -0.06 | -0.18 | -0.11 | 0.1856 |
| Kcnab3 | AGL | -0.12 | 0.02 | -0.2 | -0.01 | 0 | -0.01 | 0.7773 |
| Arc | AGL | -0.17 | -0.06 | -0.3 | -0.07 | -0.12 | -0.31 | 0.1319 |

# Supplementary material for: Can subtle changes in gene expression be consistently detected with different microarray platforms?
**Source:** BMC Genomics. 2008 Mar 10;9:124. doi: 10.1186/1471-2164-9-124
**Supplement:** Additional file 3 — table.S2.pedotti. contains the hybridization design for the two color arrays (AGL and LGTC).

Table S2. Hybridization design for two color platforms (AGL and LGTC).

| Array | Individual Cy3 | Individual Cy5 |
| --- | --- | --- |
| 1 | WT1 | dC4 |
| 2 | WT3 | dC5 |
| 3 | WT4 | dC2 |
| 4 | WT5 | dC3 |
| 5 | WT6 | dC1 |
| 6 | dC1 | WT5 |
| 7 | dC2 | WT1 |
| 8 | dC3 | WT4 |
| 9 | dC4 | WT3 |
| 10 | dC5 | WT6 |

How the deposited data were processed for this re-analysis (not part of the article)

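RNA from the hippocampus of wild-type (WT) and transgenic (TG) mice was measured on microarrays of 5 platforms. The ABI and the Agilent arrays were analysed here. The samples of AFF and LGTC were not analysed here. The Illumina values were not used here, since their 80 per-sample columns are named by chip and position and neither the labels nor the paper pair these with a mouse.

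The ABI values are raw chemiluminescent signals of 33012 probes on 10 arrays, 5 of WT and 5 of TG mice, without normalization. The Agilent values are the scanner output of 10 two-color arrays. Per the file headers, the authors read out the mean and median pixel intensity of each spot in Cy3 and Cy5 with the scanner software, without normalization or background correction, and deposited these intensities with the local background and quality flags. Per the file headers, the log10 ratios of Cy5 over Cy3 as deposited were corrected for background and normalized for dye by the scanner software. For ABI, the intensities as deposited by the authors were not normalized. Samples were grouped by the genotype and dye of their labels and of Table S2. The mouse numbers are WT1 to WT5 on ABI and WT1 and WT3 to WT6 on Agilent, so numbers were taken as the labels give them and pair mice across platforms only in the joint regrouping of both platforms, where the mouse on Agilent alone took the place of the mouse on ABI alone.

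The labels were tested against Additional file 4, the paper's table of expression values, of which 667 of 10876 genes were held. Each gene was matched to the probe with the highest correlation over channels under 4 assignments of the Agilent arrays. The values follow an exchange of the arrays labelled 1 to 5 with those labelled 6 to 10. The assignment by the labels was kept for all Agilent values, because it is the one the deposited samples carry, and each direction is stated as labelled. The match also shows that the vsn values of Additional file 4 are on the natural log scale.

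R 4.3.3 was used with limma 3.58.1, statmod 1.5.0 and data.table 1.17.8. Agilent log ratios were normalized by loess within arrays without background correction, and the ratios of spots of one probe were averaged. ABI signals and the Agilent single channels were normalized with vsn, programmed here as a maximum likelihood fit with trimming in 5 slices and 7 rounds, with a trimming quantile of 0.9 and with 0.5 as the alternative. Linear models were fitted with limma's empirical Bayes method: an intercept for Agilent log ratios, the genotype for ABI signals, and the genotype with or without dye and array for Agilent intensities. P values were adjusted by the Benjamini and Hochberg method over all probes of a platform, and an FDR of 0.1 was the limit. No filter was applied. Agilent probes were called present when both channels exceeded the 95th percentile of 314 negative control spots on all 10 arrays. ABI and Agilent probes were joined by the accession they were designed on, which gave 1891 genes.

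A list of GABA-A receptor subunit genes was tested with the global test statistic and an exact permutation over the 126 splits of 10 mice into 5 and 5. The 12 lists with at least 2 genes on Agilent (astrocytes and progenitors, ATF4 targets, blood, C57BL/6 substrain markers, choroid plexus, dentate granule cells, immediate early genes, male genes, meninges, microglia, oligodendrocytes and thalamus) were tested with limma's fry, and with camera at its preset correlation beside it. Xist stood alone as the female list.

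The named genes are the transgene's Dclk1, every gene that the paper names in its text or in Table S1, and for each platform the 5 probes with the smallest p value among those past the FDR. Genes and probes named outside this rule were chosen after their values were seen. Several probes of a gene were averaged on the log2 scale. Gene symbols came from the reference table by accession and from the files where the table had none, and older symbols of the paper were matched through their aliases. Some older symbols have no probe by name, Rasl11b among them. Values of some genes are not reported here.

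The models, the normalizations, the gene lists and the alternatives were chosen before the data were examined, except where a text says otherwise. The alternatives covered background correction, normalization between arrays, median pixel intensities, the scanner software's own log ratio, the handling of several arrays per mouse, robust regression, present probes alone, a stricter FDR of 0.05, and leaving out each array or mouse in turn. All scripts were tested on simulated data with 500 changed of 5000 genes. For Agilent, with a log2 change of 0.3, 100% of the changed genes were called and 7.41% of the calls were on unchanged genes. With 1 value per mouse, 79.4% of the changed genes were called. For ABI, with a log2 change of 1, 96% were called and 10.61% of the calls were on unchanged genes. In 200 unshifted sets of 20 genes, the permutation test had a p of 0.05 or less in 4.5%. The number of arrays limits the precision of all values. No genome build is named for the positions in the Agilent files, so positions are given as they stand there.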

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

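The tests of a substrain difference, of a region around the locus and of a dye effect in this part were chosen only after the results were seen, and so were the probes named for their small p values.

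A single array or mouse lay far from the others of its group in 4 of 49 groups that were examined with Dixon's test, where chance gives about 1 in 20. The Agilent log2 ratio of Irgm as labelled was 0.0562 on array 7, while the other arrays lay between -0.308 and -0.134. That of Kcnab3 was 0.46 on array 9, with the others between 0.0812 and 0.269. The vsn-normalized ABI signal of Tmem254a was 13.5 in TG5, with the other TG mice between 12.9 and 13.1, which leaves all 5 TG mice above all WT mice. The median raw Cy5 signal of Agilent array 5 was 7.35 on the log2 scale, with the other arrays between 6.28 and 6.7. Such a difference in signal is removed by loess within the array. For these single values neither a technical nor a biological explanation was tested, and their number leaves chance open.

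Strong Agilent signals came from 4 probes that are not named after a gene of the paper. They are A_52_P336171 (log2 ratio as labelled 1.125, FDR 3.75e-05), Dynlt1b (0.5661, FDR 0.000118), Nnt (0.6064 for the probe A_52_P395228, FDR 0.000686) and A_51_P113395 (0.6253, FDR 0.000686), each of 10 arrays in one direction. The direction is the opposite after the exchange of arrays that Additional file 4 follows. The files describe A_52_P336171 as a transcript of Gabra2, which the paper does discuss, and A_51_P113395 as a transhydrogenase mRNA like Nnt. Dye bias of single probes exists on Agilent, with 9323 probes past the FDR for a dye term, but it changes sign between the dye orientations, while the log2 ratios of these 4 probes had 1 sign on arrays of both orientations. Dye bias alone is therefore no explanation for them.

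A candidate explanation for Nnt and Gabra2 is a difference in C57BL/6 substrain between the groups, for which both genes were on a marker list. The 6 other markers with a probe had a p of 0.000972 in limma's fry test without regard to direction, and 0.649 with it. Of the 6, Lin7c (-0.108, FDR 0.0578) and Cyfip2 (0.432, FDR 0.0465) were DEGs. A p this small without regard to direction does not set the markers apart, since 4 of the 11 other lists had a smaller one, such as microglia (9.24e-07) and ATF4 targets (3.49e-07). In the mean size of t over the named and present genes of a list, 3.09% of random sets were as large as these markers, and 2.66% and 2.36% as large as the microglia and the astrocyte and progenitor lists. A substrain difference therefore cannot be told apart from other changes of these genes, an effect of the transgene among them. Another candidate explanation is a region around a locus that came with the transgene. Of neighboring DEGs, 72.3% lay under 1000000 bases apart against a median of 73.4% in random draws (permutation p = 0.979, one-sided). Probes without a gene name count as genes of their own in this share, and near Gabra2 the DEGs were 2 such probes, both described as Gabra2 itself. Among named genes alone, 0 of 4 others within that distance of Gabra2 were DEGs, and 2 of 12 around Tmem254a, where 11.7% of all named genes with a position were. Within 100000 bases, a distance added after the first result, 20.5% of neighboring DEGs with a name were that close against 17.2% (permutation p = 0.000999, the smallest that 1000 draws can give). A few loci cannot be told apart from other changes by these numbers, since a share over all DEGs hardly moves with a handful of genes.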

How the results depend on the processing

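Trimming vsn at 0.5 for the Agilent intensities, the side of the first principal component as a term for ABI, the first draw of array subsets and the lists without their leading gene were chosen only after the results were seen, and the other alternatives were set in advance.

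For Agilent, the number of DEGs (3055) was 1335 with median centring in place of loess, 1295 with the mouse as a random block, 24 with 1 value per mouse and 1205 at an FDR of 0.05. At the stricter FDR fewer calls follow from the setting itself, and for the others the cause was not tested. With an array or a mouse left out it was between 282 (without the mouse labelled WT4) and 3398 (without array 5). No DEG shared with any of these settings had the opposite sign. The other 6 normalizations, signals and flags, the dye term, robust regression and present probes alone left it within 1.5 times 3055. Aquantile was run as well, but it leaves log ratios as they are and so tests nothing for them. Under median centring, 92.3% of the DEGs were higher in TG as labelled, against 49.4% under loess.

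With genotype, dye and array in the model for intensities, the number (3789) was 2406 with median-centred log2 signals, 1324 at an FDR of 0.05 and 1084 with the mouse as a random block. With the genotype alone, it (167) was 734 with loess and Aquantile and 54 at an FDR of 0.05. The median of 13.5 DEGs from 5 arrays was 3948 for the 5 arrays with WT in Cy3 as labelled and 3351 for the 5 with TG in Cy3, sets in which dye and genotype cannot be separated, and 3 in the first draw of 28 subsets. For ABI, the 3 DEGs became 1 with quantile normalization, 1 with normexp and quantile normalization, 0 with median centring, 86 with robust regression, 1 with the mouse number as a block and 1 with the signal distribution as a covariate. With median centring, limma's test gave 1748 ABI probes at an unadjusted p under 0.05. With an ABI array left out there were between 1 and 3. The ABI mouse numbers do not pair the arrays, since only 3 of 5 pairs had a correlation over 0.1. The causes were not tested.

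The Agilent-ABI correlation of t statistics (-0.2085 as labelled) was -0.13 by Spearman and -0.25 over genes present on Agilent, and between -0.219 and -0.149 with a mouse number left out. It was negative in all these settings. The p of the GABA-A receptor list, with the mice as labelled, was 0.00794. It was 0.0556 without Gabra2, a list that lacks the gene with the largest share of the statistic. It stayed under 0.05 in the other 4 settings. The numbers of present probes and the correlation between channels of a mouse stayed within the limits for a change.

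Of the 34 named genes on Agilent, 8 kept their direction and their side of the FDR in all 31 settings, Aquantile among them. Of 1054 gene and setting pairs, 937 did, 93 lost the FDR, 3 gained it and 21 changed direction. The changes of direction concern genes near 0 in the first place. With median centring Chrna3 was -0.077 and Glra4 -0.094. Gnb1l was 0.0054 with median pixel intensities and 0.0026 with the scanner's log ratio. With arrays or mice left out, Glra3 was between -0.019 and 0.0081, Glra4 between -0.010 and 0.035, Gnb1l between -0.043 and 0.017, Lgals1 between -0.029 and 0.093, and Trem2 between -0.12 and 0.0014. The cause was not tested.

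Signal over background limits Agilent little, as 82.1% of the probes were present. Not run were the ILL results with their alternatives, the ABI present calls, the ABI part of the GABA-A receptor list, for which no gene has a named probe, and a block on the mouse number for Agilent, where no array holds WT and TG of 1 number.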

Differences from the paper's values

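No test in this part was chosen after the results were seen, apart from the exchange of arrays, vsn with a trimming quantile of 0.5 and the first draw of array subsets, which are named as such below. Agilent signs and log ratios are given as labelled, and on the paper's direction where the direction is turned.

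With intensities and the genotype alone in the model, the paper reports 0 DEGs on Agilent, and 167 were found here. All alternatives set before the data were examined also differ, with 734 (loess and Aquantile), 124 (median-centred log2 signals), 54 (FDR of 0.05) and 178 (genotype and dye).

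From 5 Agilent arrays, the paper reports 649 DEGs, and the median here was 13.5. The alternatives set in advance with the sets of 1 orientation differ too, with 3948 and 3351 DEGs for the sets with WT or TG in Cy3 as labelled, where dye effects are counted with those of the genotype. Aquantile, also set in advance, leaves log ratios as they are and its median of 13.5 tests nothing. The 20 subsets replaced a first draw of 28 after its values had been seen, and that draw had a median of 3. Of the 20 drawn subsets, 5 gave at least as many DEGs as the paper reports.

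Correlations between both channels of a mouse were taken to differ when they were further from the paper's value than 0.0091, their SD over the 10 mice. For the lowest correlation between both channels of a mouse, the paper's value is 0.95, and 0.960 was found here as labelled. Of the alternatives set in advance, the one with a value that does not differ is Spearman's correlation (0.958), and unnormalized log2 signals (0.970), loess and Aquantile (0.971) and present probes alone (0.9595) do differ. For the highest, the paper's value is 0.98 and the value here is 0.989. Spearman's correlation (0.986) and present probes alone (0.988) do not differ, whereas unnormalized log2 signals (0.991) and loess and Aquantile (0.991) do. With the arrays labelled 1 to 5 exchanged with 6 to 10, an assignment chosen after seeing the values, the lowest was 0.952 and the highest 0.988.

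The Agilent-ABI correlation of t statistics was taken to differ when it was further from the paper's value than 0.029, its SD over the 6 left-out mouse numbers. The paper's value is 0.16, and the value here is -0.2085 as labelled and 0.2085 on the paper's direction. On that direction, the settings without mouse number 1 (0.149), 3 (0.155), 5 (0.166) or 6 (0.184) do not differ. Spearman's correlation (0.131), log2 fold changes (0.199), genes present on Agilent (0.247), quantile normalization on ABI with 1 value per mouse on Agilent (0.198), the probe with the highest signal (0.209) and the settings without mouse number 2 (0.219) or 4 (0.210) differ.

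For the Agilent log ratio of Plac9, the paper's value is 0.99, and -0.32 was found here as labelled, 0.32 on the paper's direction. All alternatives set in advance differ, with values on that direction between 0.27 and 0.47. The Agilent probe of Tmem254a had 0.99 on the paper's direction, and the ABI probe of Tmem254a had 1.196 on the natural log scale, where the paper's ABI value for Plac9 is 1.17.

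A log ratio was taken to differ when it was further from the paper's than the SD over the 10 arrays. Gabra2, with -0.57 in the paper and -1.258 here on the paper's direction (SD 0.827), and Sgip1, with 0.32 in the paper and 0.557 here on that direction (SD 0.551), stay within this limit, although they are further from the paper's values than Cask is. For Gnb1l, the paper's Agilent value is 0.16, and -0.010 was found as labelled, 0.010 on the paper's direction. All alternatives set in advance differ. For Cask, the paper's Agilent value is 0.2, and -0.099 was found as labelled, 0.099 on the paper's direction. Background subtraction (0.149), the scanner's log ratio (0.232), and leaving out array 7 (0.113), array 8 (0.118), the mouse TG3 (0.112) or the mouse WT4 (0.112) do not differ, and all the others set in advance do.

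The paper gives Agilent directions in which Plac9 rises and Gabra2 falls in TG mice. As labelled, 0 of the 27 genes of Table S1 with an Agilent probe have the paper's sign. All 27 have it with the arrays exchanged, an assignment chosen after seeing the values. The paper states that the model with genotype, dye and array selected all genes of the log ratio analysis, and here 2719 of 3055 were among its 3789 DEGs. With loess and Aquantile intensities 2935 were, with median-centred log2 signals 1535, and with vsn trimmed at 0.5, which was chosen after seeing the values, 2563. The paper selects 4 probes on ABI, a number reached here by the trimming quantile of 0.5 for vsn, an alternative set in advance, against 3 in the analysis reported. The paper selects Mthfd2, Gnb1l and Acsl1 on Agilent, and their FDR here was 0.27, 0.939 and 0.166. None of the 31 other settings called them. The paper names Chrna4 and Chrna3 among the genes by which Agilent contributes to a gene set. Chrna4 had an FDR of 0.119 and passed with the scanner's log ratio (FDR 0.0713), a dye term (0.0647) or without array 4 (0.0753), and Chrna3 had an FDR of 0.613.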

Other observations

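The tests of the array assignment, of the same-mouse pairing, of the ABI separation and of dye bias, of the signs of the arrays in the model for intensities and the lists without their leading gene were chosen only after the results were seen, and the regroupings of mice, the cell type lists and the ATF4 list without the paper's genes were planned.

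As labelled, Agilent log ratios run opposite to Table S1 and to ABI. An exchange of WT and TG in the ABI columns is argued against by Additional file 4, since the median correlation with its values was 0.937 after that exchange and 0.999997 as labelled, with vsn trimmed at 0.5 here and below. An exchange of the dyes on every Agilent array is argued against as well, with a median of 0.813. The exchange of the arrays labelled 1 to 5 with those labelled 6 to 10 gave 0.978, against 0.821 as labelled and at most 0.840 when the order within both sets was drawn at random. With vsn trimmed at 0.9, it gave 0.959. Without use of the paper's values, the deviations of the Cy3 and Cy5 channels of a mouse from the other channels had a mean correlation of 0.207 as labelled (exact permutation p = 0.0215 over 14400 pairings, one-sided) and of 0.283 after the exchange (p = 0.00111). Both assignments pair some of the same channels, so this test alone separates them little. Exchanged array files are the candidate explanation that stays open. Whether the exchange arose before or after the paper's analysis was not tested.

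Under the exchange, the Agilent number of DEGs stays 3055, of which 1547 are then higher in TG. With 1 value per mouse there are 11 DEGs in place of 24, and with the mouse as a random block 339 in place of 1295. The correlation between both values of a mouse is 0.576 in place of 0.257. Without 1 mouse, there are between 149 and 3861 DEGs in place of 282 to 3203. The Agilent-ABI correlation of t with 1 value per mouse is 0.2116 in place of -0.2129.

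Other splits of the same mice tested whether chance can give results as large. For the Agilent number of DEGs, 2 of 100 splits, the real one included, gave as many. Each array pairs a WT with a TG mouse, so only the real split keeps a contrast on all 10 arrays and the others keep it on at most 8 (median 6), which gives them fewer calls beforehand. With WT and TG exchanged at random within arrays, where all 10 keep it, 1 of 100 sign patterns, the real one, gave as many. By these patterns, which treat the arrays as independent although each mouse is on 2, chance can be excluded at 0.05. The other split had 4279 DEGs and set TG1, TG3, TG4, TG5 and WT6 against the other mice. If the sign of every array follows the dye, 8295 probes pass, more than for the genotype, and with a dye term in the model 2935 of the 3055 DEGs were kept. For the model with genotype, dye and array, 2 of 100 splits were as large, with the same loss of arrays, and 1 of 100 sign patterns was, the real one (at most 149 DEGs in the others), so chance can be excluded in the same sense. For the genotype alone, 1 of 100 splits was as large, and chance can be excluded. For the Agilent-ABI correlation of t it was 1 of 100 joint splits. These splits match the mice of both platforms by their labels, which the exchange of arrays changes. They may therefore miss noise that a mouse carries on both platforms, and this test cannot exclude chance. For the 3 DEGs of ABI, 5 of 100 splits were as large, so chance cannot be excluded for their number. All 4 of the other splits put the arrays of WT1, WT5, TG2 and TG5 on one side, and the highest had 2877 DEGs. With that side as a term, there were 3 DEGs and 6 of 100 splits were as large.

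The ABI arrays of WT1, WT5, TG2 and TG5 separate from the other 6 on the first principal component. These 4 are samples and not a condition, and 2 are WT. A hybridization batch is a candidate explanation. The raw signal distribution, a measure that normalization removes, differed between the 4 and the 6 arrays (exact permutation p = 0.0381 over 210 sets, two-sided), with a mean score of -1.5 against 1. The scores overlap, from -3.45 to -0.103 and from -1.24 to 3.7. No label names a batch, and no biological explanation was tested. The paper mentions batches of ABI arrays without naming them.

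On Agilent, 9323 probes had a dye effect past the FDR, with a median of 1.07-fold and at most 1.35-fold, and 159 of the 3055 DEGs were among them. Dye bias of single probes may explain this pattern. It does not explain the DEGs, of which 2935 remained with a dye term.

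Other cell types in the dissected tissue were tested as a source of the Agilent DEGs with limma's rotation test fry on lists for choroid plexus (p = 0.939, n = 10 arrays), meninges (0.772), thalamus (0.13) and blood (0.2), and the smallest p adjusted over the 4 lists was 0.4. The most abundant genes of the first 3 of these lists on Agilent were Enpp2 (mean log2 signal 10.3), Dcn (10.3) and Rora (7.94). An admixture cannot be told apart from none by this test, since a small share would leave the lists near 0, and it may still contribute to single genes. Of the genes with a probe, 18 of 18, 12 of 12, 6 of 7 and 5 of 6 were present on Agilent, no other list holds them and the paper names none, so the hippocampus also gives a signal for most of them. Within the hippocampus, microglia (0.22), oligodendrocyte (0.156) and male (0.173) genes had no common direction, and Xist, the female list, had a log2 ratio of 0.0026 (FDR 0.984). The dentate granule list was lower as labelled (fry p = 0.02, camera p = 0.0307, n = 10 arrays), which rests on C1ql2, as the fry p without it was 0.197. The astrocyte and progenitor list was higher (fry p = 0.0285, camera p = 0.101), though not without Fabp7, which the paper names (0.297). The immediate early list was higher (fry p = 0.00922, camera p = 0.0101, n = 10 arrays, 12 of 17 genes), and without Arc the p was 0.034. The substrain list was higher (fry p = 0.00193, camera p = 0.0695, n = 10 arrays), which rests on Nnt, as the fry p was 0.354 without Nnt, 0.00541 without Gabra2 and 0.649 without both. Adjusted over the 12 lists, the fry FDR was 0.0601 for dentate granule, 0.0685 for astrocytes and progenitors, 0.0369 for immediate early, 0.0116 for the substrain and 0.00261 for ATF4 targets, and by camera no list was below 0.107. Both tests treat the 10 arrays as independent, although each mouse is on 2 of them. All directions are those of the labels and turn with the exchange of arrays.

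ATF4 target genes were lower in TG as labelled and higher under the exchange (fry p = 0.000218, camera p = 0.0179, n = 10 arrays), with a median log2 ratio of -0.029 and 15 of 42 genes higher. Adjusted over the list alone 11 genes were DEGs, and 8 over all genes. That a few genes named by the paper alone give this result is argued against by the list of 39 genes without them (fry p = 0.00547). The shift is small. It may follow the transgene, or it may follow single mice, as the Atf4 probe itself was lowest on arrays 1 and 9, which share the mouse labelled TG4. This was not tested for the list.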
